# Transcriptomic and metabolomic changes might predict frailty in SAMP8 mice

**DOI:** 10.1111/acel.14263

**Published:** 2024-07-03

**Authors:** Letizia Dacomo, Pietro La Vitola, Laura Brunelli, Letizia Messa, Edoardo Micotti, Luisa Artioli, Elena Sinopoli, Greta Cecutti, Susanna Leva, Stella Gagliardi, Orietta Pansarasa, Stephana Carelli, Antonio Guaita, Roberta Pastorelli, Gianluigi Forloni, Cristina Cereda, Claudia Balducci

**Keywords:** aging, dementia, frailty, motor impairment, neuronal loss, predictive biomarkers, senescent SAMP8 mice

## Abstract

Frailty is a geriatric, multi‐dimensional syndrome that reflects multisystem physiological change and is a transversal measure of reduced resilience to negative events. It is characterized by weakness, frequent falls, cognitive decline, increased hospitalization and dead and represents a risk factor for the development of Alzheimer's disease (AD). The fact that frailty is recognized as a reversible condition encourages the identification of earlier biomarkers to timely predict and prevent its occurrence. SAMP8 (Senescence‐Accelerated Mouse Prone‐8) mice represent the most appropriate preclinical model to this aim and were used in this study to carry transcriptional and metabolic analyses in the brain and plasma, respectively, upon a characterization at cognitive, motor, structural, and neuropathological level at 2.5, 6, and 9 months of age. At 2.5 months, SAMP8 mice started displaying memory deficits, muscle weakness, and motor impairment. Functional alterations were associated with a neurodevelopmental deficiency associated with reduced neuronal density and glial cell loss. Through transcriptomics, we identified specific genetic signatures well distinguishing SAMP8 mice at 6 months, whereas plasma metabolomics allowed to segregate SAMP8 mice from SAMR1 already at 2.5 months of age by detecting constitutively lower levels of acylcarnitines and lipids in SAMP8 at all ages investigated correlating with functional deficits and neuropathological signs. Our findings suggest that specific genetic alterations at central level, as well as metabolomic changes in plasma, might allow to early assess a frail condition leading to dementia development, which paves the foundation for future investigation in a clinical setting.

**Abbreviations**
ACs: acylcarnitines
AD: Alzheimer's disease
CNS: central nervous system
DE: differentially expressed
DG: dentate gyrus
DI: discrimination index
FLASH: fast low‐angle shot magnetic resonance imaging
GSEA: gene set enrichment analysis
KEGG: kyoto encyclopedia of genes and genomes
LC: liquid chromatography
lysoPCs: lysophosphatidylcholines
MCR: motoric cognitive risk
MRI: magnetic resonance Imaging
MRM: multiple reaction monitoring
MS/MS: tandem mass spectrometry
N4BiasFieldCorrection: nonuniform bias field correction
NORT: novel object recognition test
PCA: principal component analysis
PCs: phosphatidylcholine
SAMP8: senescence‐accelerated mouse prone‐8

## 1 INTRODUCTION

The world's older population has grown at an unprecedented pace, and according to the World Health Organization, approximately 2 billion people will be older than 65 years in 2050. Along with the worldwide population aging, the number of people living with age‐related diseases has increased dramatically (Li et al., 2021). Among others, Alzheimer's disease (AD)—the most diffused form of dementia—has become a clinical and public health priority, affecting nearly 45 million people worldwide (Mucke, 2009; Prince et al., 2013; Scheltens et al., 2021).

Frailty, a clinic geriatric syndrome characterized by increased vulnerability to stressors due to loss of biological reserves, is becoming the more common challenge as populations age and life expectancy lengthens and represents a possible risk factor for the development of AD in its sporadic form, accounting for approximately 90% of AD cases (Guerreiro & Hardy, 2014), and for other dementia (Wallace et al., 2019; Ward et al., 2022). Current evidence suggests a wide range of frailty prevalence in adults aged ≥65 years living with dementia in both acute care and community settings (Koria et al., 2022). Of note, frailty, which accumulates over time, is nowadays recognized as a reversible condition (Clegg et al., 2013; Rodriguez‐Mañas & Fried, 2015), which implies that recognizing fundamental frailty‐related biological processes and predictive biomarkers will allow to timely predict and prevent its occurrence. To date, very few studies have tried to explain how frailty occurs at the level of molecules, cells, and tissues. The enhanced number of frailty‐related biomarkers and multisystem dysregulation in frailty syndrome (Wang et al., 2019) makes, indeed very difficult to highlight specific determinant factors. Longitudinal research examining multiple biomarkers and frailty‐related outcomes is thus urgently needed.

Based on these considerations, in the present study we attempted to identify frailty‐related biomarkers and genetic signature changes throughout aging in the Senescence‐Accelerated Mouse Prone‐8 (SAMP8) mouse model. This spontaneous model is the most widely used at preclinical level to study frailty associated with the development of an AD‐like dementia (Liu, Liu, & Shi, 2020; Peng et al., 2018; Takeda, 1999). To reach our goals, SAMP8 and their relative control SAMR1 mice (Senescence‐Accelerated Mouse Resistant‐1) underwent a wide behavioral characterization at 2.5, 6, and 9 months of age, at both cognitive level and motor level. At each time point, following behavioral tests, mice were analyzed through structural magnetic resonance imaging (MRI) to assess brain volumetric changes. Subsequently, brain areas such as the cortex and the hippocampus from one hemisphere were collected and analyzed through transcriptomics, while the other hemisphere was analyzed through immunohistochemistry to define the extent of neuropathology in terms of cell density and neuroinflammation. Plasma samples were collected for metabolomics analysis.

We found that, as early as 2.5 months, SAMP8 mice displayed memory deficits and muscle weakness, associated with a neurodevelopment defect in the cortex, hippocampus, striatum, and whole brain, associated with a progressively lower neuronal density in all areas, transient astrogliosis, and progressive loss of microglial cell. Transcriptomic brain analysis found significant differences in gene expression at 2.5 months, which became even greater at 6 months, with pathway analysis highlighting changes attributable to SAMP8 cognitive and motor deficits. Furthermore, plasma metabolomics unveiled at 2.5 months a significant constitutive lower level of acyl‐carnitines and lipids in SAMP8 mice.

## 2 RESULTS

### 2.1 Cognitive dysfunctions in SAMP8 mice

SAMP8 mice are well known to develop cognitive deficits. Thus, in order to characterize SAMP8 mice at cognitive level throughout aging also in our lab before neuropathological and omics analyses, we tested SAMR1 and SAMP8 mice in the novel object recognition test (NORT) and Y‐maze at 2.5, 6, and 9 months of age. NORT measures long‐term recognition memory, relies on spontaneous animal behavior, and is the most widely used memory test (Balducci et al., 2015; Balducci & Forloni, 2014; Mancini et al., 2017; Vogel‐Ciernia & Wood, 2014), whereas the Y‐maze is a measure of spatial working memory. As shown in Figure 1a, SAMP8 mice show a significant impairment in recognition memory as indicated by a lower discrimination index (DI) at 2.5 and 6 months of age compared to SAMR1. No significant differences were found with the Y‐maze throughout aging, indicating no alterations in short‐term memory in SAMP8 mice.

**FIGURE 1:**
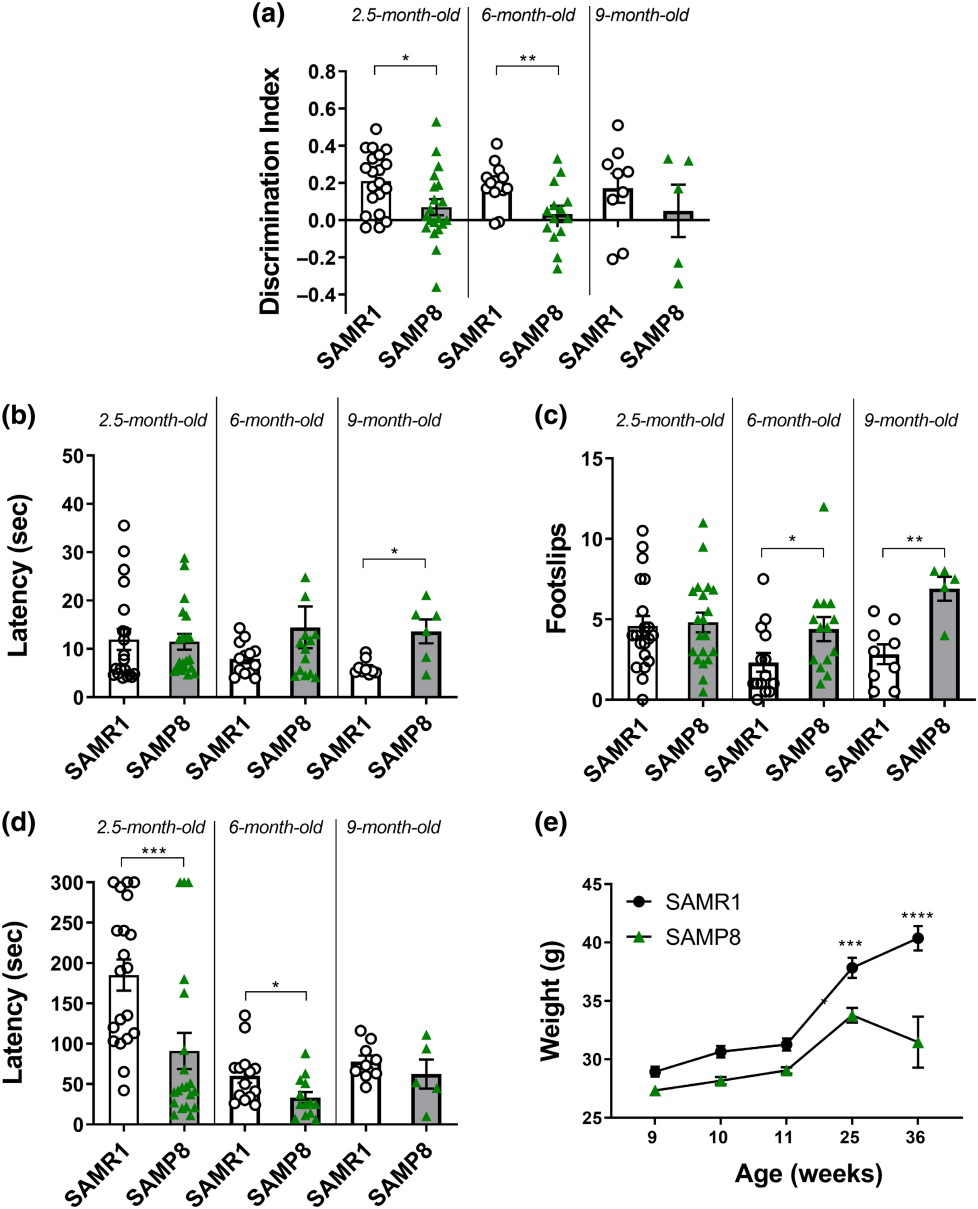
SAMP8 mice show significant memory deficits, decrease in balance and strength and weight loss throughout aging. Scatter plot with bar are mean ± standard error mean (SEM) of: (a) the discrimination index (DI) of SAMR1 and SAMP8 mice at 2.5, 6 and 9 months of age tested in the NORT (2.5 months: *t*_38_ = 2504, *p* = 0.0167; 6 months *t*_26_ = 2976 *p* = 0.0062); (b) latency (s) to cross the wooden beam (9 months: *p* = 0.0372 Mann–Whitney test) and (c) the number of foot slips for SAMR1 and SAMP8 tested in the beam walking test at 2.5, 6, and 9 months of age (6 months: *p = 0.0161; 9 months: **p = 0.0050 Mann–Whitney test); (d) mouse clinging latency on the grid in the paw grip test (2.5 months: ***p = 0.0009; 6 months: **p = 0.0187 Mann–Whitney's test). (e) Mean ± SEM of SAMR1 and SAMP8 mouse weight. Two‐way ANOVA found a significant interaction *genotype × time F*_(4,152)_ = 7664, *p* < 0.0001; ***p < 0.001; ****p < 0.0001 Tukey's multiple comparisons test.

### 2.2 Motor alterations in SAMP8 mice

Frail aging is characterized by a progressive loss of balance as well as a reduction in muscle strength and function, which can lead to the onset of sarcopenia (Clegg et al., 2013). Sarcopenia/physical frailty is nowadays emerging as risks factor for the development of frailty and seems to predict the onset of cognitive decline (Ruan et al., 2015; Wilkins et al., 2013; Yang et al., 2023). We, thus, assessed mouse balance and muscle strength in SAMP8 mice through the beam walking test and the paw grip, respectively, again from 2.5 to 9 months of age. On the beam walking test, SAMP8 mice showed a longer latency to cross the wooden beam starting at 6 months, which reached significance at 9 months, mainly because of an improving performance of SAMR1 throughout aging not achieved by SAMP8 mice (Figure 1b); the number of foot sleeps was significantly higher in SAMP8 at 6 and 9 months of age (Figure 1c), clearly indicating an impairment of their balance. In the paw grip test, SAMP8 mice showed a significantly lower clinging resistance at 2.5 and 6 months of age, thus indicating also a loss in muscle strength (Figure 1d).

### 2.3 Weight loss is a hallmark of SAMP8 mice

Considering that anorexia is a typical feature of frail subjects (Picca et al., 2022), SAMP8 and SAMR1 mouse weight was recorded throughout aging, from the ninth to the 36th week of life to assess the trend of body weight over time. Weight increased in both SAMR1 and SAMP8 mice throughout aging until week 25, when a significance weight difference between the two groups started to be appreciable. From week 25, SAMP8 mouse weight started to decline progressively compared to SAMR1, increasing the group divergence (Figure 1e).

### 2.4 Functional alterations in SAMP8 mice are associated with a defect in brain development, lower neuronal density and loss of glial cells

It is widely reported that cerebral atrophy well correlates with cognitive and motor dysfunction in frail subjects (Del Brutto et al., 2017; Gallucci et al., 2018; Kallianpur et al., 2016; Yamada et al., 2013). In order to establish whether functional deficits were associated with brain structural alterations also in our SAMP8 mice, we executed longitudinal brain MRI analysis following behavioral assessment at each age considered (2.5, 6, and 9 months). As shown in Figure 2, we found that while the cortical, hippocampal, striatal, and whole brain volume of SAMR1 mice significantly increased progressively, from 2.5 to 6 and 9 months of age, this increase did not occur in SAMP8 mice. Indeed, the SAMP8 volume was significantly lower starting at 6 months for the all areas analyzed, but for the striatum, which reached significance only at 9 months.

**FIGURE 2:**
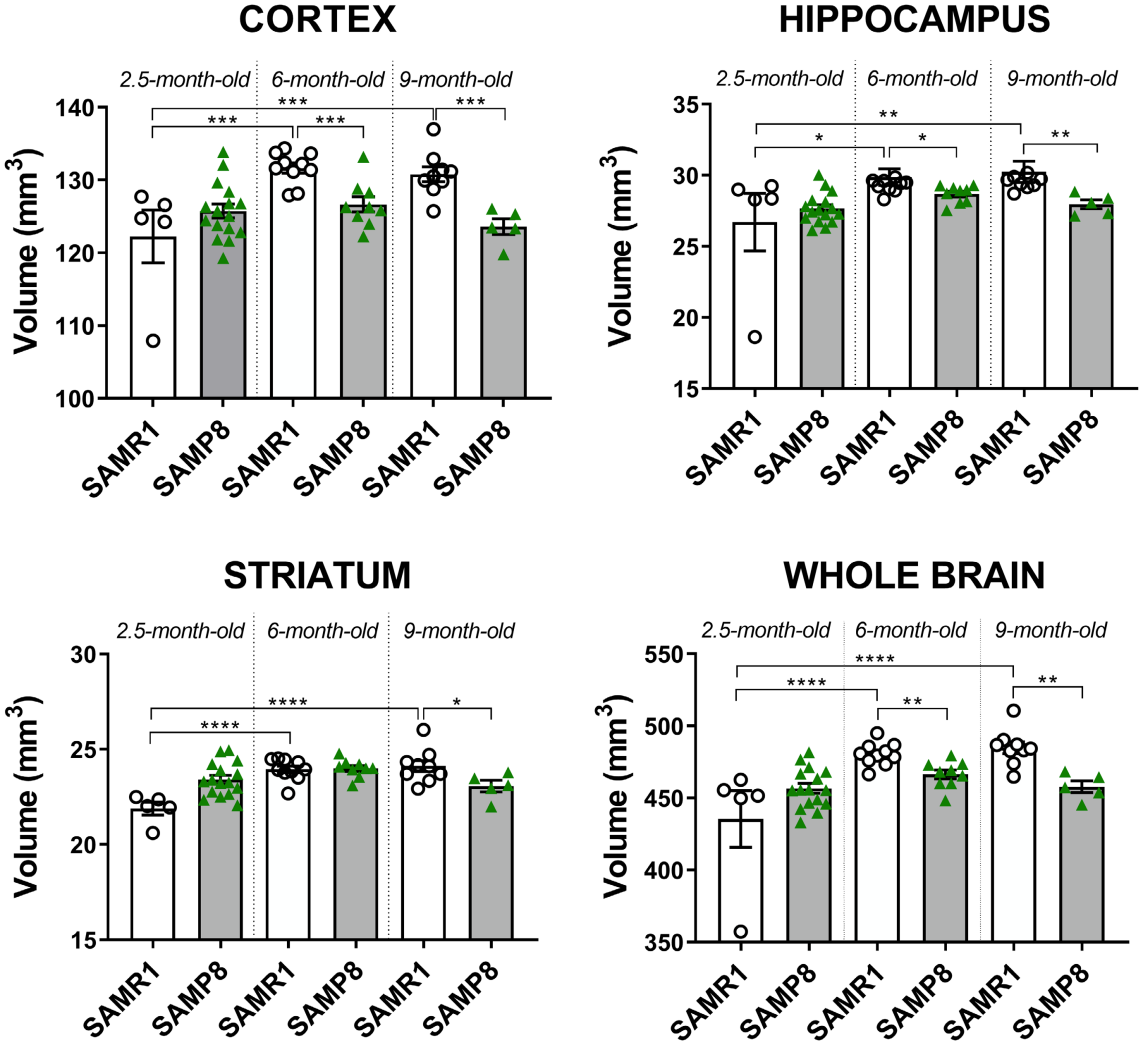
SAMP8 mouse brain shows growth defects throughout aging. Scatter plot with bar are mean ± SEM of cortical, hippocampal, striatum and whole brain volume of SAMR1 and SAMP8 at the three ages investigated. Statistical analysis carrying by comparing SAMP8 vs. SAMR1 at each single age revealed statistical significance for: Cortex (6 months) *t*_17_ = 4043, *p* = 0.0008, (9 months) *t*_12_ = 4497, *p* = 0.0007, Student's *t*‐test. Hippocampus (6 months) *p* = 0.0133, (9 months) *p* = 0.0020, Mann–Whitney's test. Striatum (9 months) *t*_12_ = 2281, *p* = 0.0416 Student's *t*‐test. Whole brain (6 months) *t*_17_ = 3583, *p* = 0.0023, (9 months) *t*_12_ = 4248, *p* = 0.0011 Student's *t*‐test. Statistical analysis through a two‐way ANOVA for factors *strain* and *time* revealed a significant interaction: *F*_(2,48)_ = 8.185, *p* = 0.0009 and a significant effect of age highlighting volume increase only for SAMR1 mice: *F*_(2,48)_ = 13.08, *p* < 0.0001. *p < 0.05, **p < 0.001, ***p < 0.001, ****p < 0.001 (Student's *t*‐test; Šidàk's test).

Based on these results, we also addressed whether smaller brain area volumes were accompanied by lower neuronal density. To this aim, we counted neurons in the motor and whole cortex, striatum, and the neuronal‐marked area in the CA1, CA3, and dentate gyrus (DG) hippocampal subareas. As shown in Figure 3, we found that in SAMP8 mice there was a significant lower number of neurons in all the analyzed areas, which reached significance already at 2.5 months for the motor cortex, 6 months for whole cortex and striatum, and 9 months for all the investigated areas.

**FIGURE 3:**
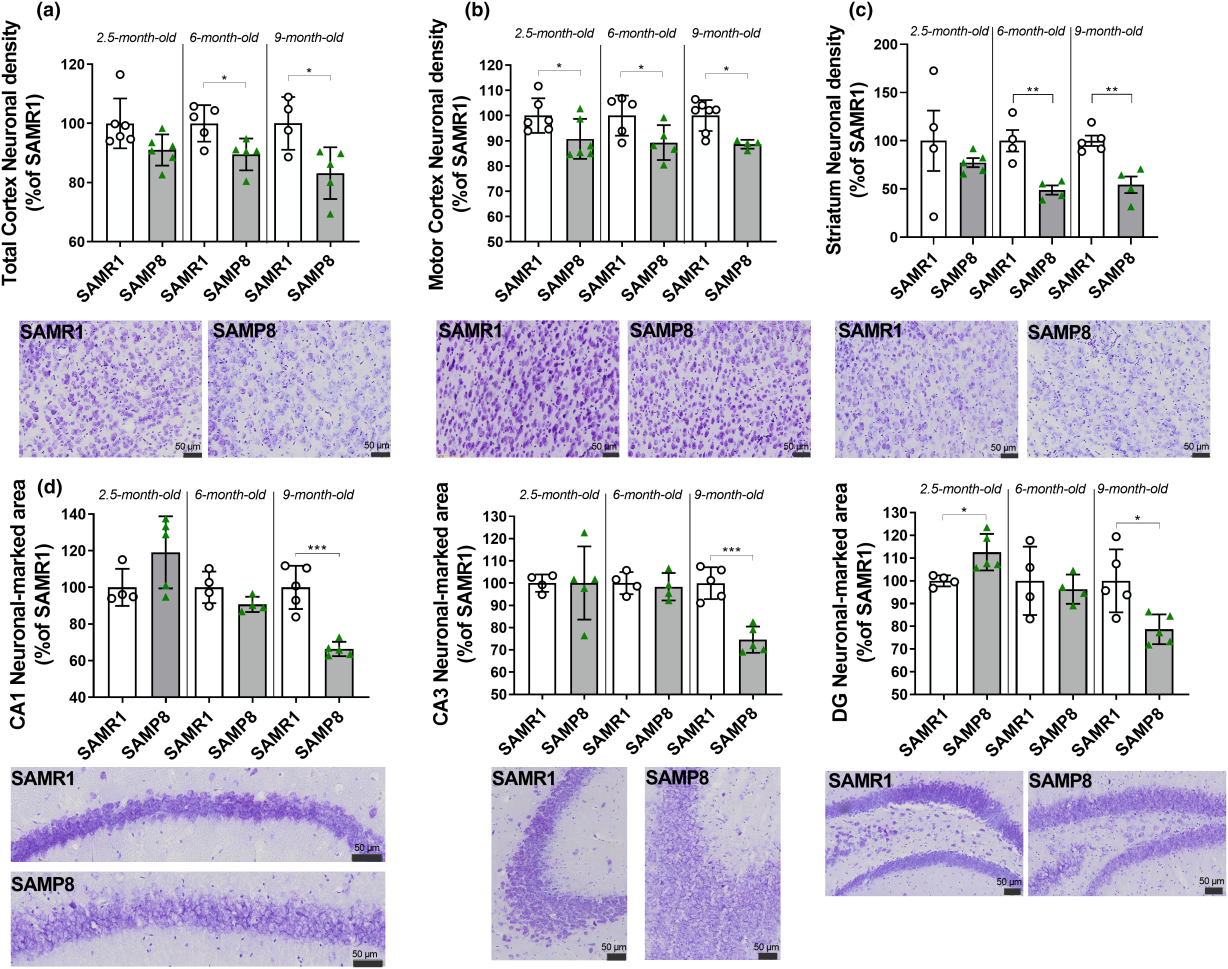
SAMP8 mice display progressive reduction in neuronal density in smaller brain areas compared to SAMR1. Scatter plot with bar are mean ± SEM of neuronal density for: (a) whole cortex (*p* = 0.0152; Mann–Whitney, 2.5 months; *t*_8_ = 2.865, *p* = 0.0210, 6 months; *t*_7_ = 2.842, *p* = 0.0250, Student's *t*‐test; 9 months); (b) motor cortex (*p* = 0.1320 Mann–Whitney, 2.5 months; *t*_8_ = 2.269, *p* = 0.0530 Student's *t*‐test, 6 months; *p* = 0.0121 Mann–Whitney, 9 months); (c) striatum (*t*_7_ = 0.8097, *p* = 0.4448, 2.5 months; *t*_6_ = 4228, *p* = 0.0055, 6 months; *t*_7_ = 4703, *p* = 0.0022 Student's *t*‐test, 9 months); (d) neuronal‐marked area for hippocampal subregions (*CA1*: *p* = 0.1905 Mann–Whitney, 2.5 months; *t*_6_ = 1.944, *p* = 0.0998, 6 months; *t*_8_ = 6.029, *p* = 0.0003, 9 months; Student's *t*‐test. *CA3*: *T*_7_ = 0.0068, *p* = 0.9948, 2.5 months; *t*_6_ = 0.4061, *p* = 0.6988, 6 months; *t*_8_ = 6.102, *p* = 0.0003, 9 months; Student's *t*‐test. *DG*: *T*_7_ = 2985, *p* = 0.0204, 2.5 months; *t*_6_ = 0.4486, *p* = 0.6694, 6 months; *t*_8_ = 3120, *p* = 0.0142, 9 months; Student's *t*‐test). Representative images of NISSL‐stained sections of the cortex, striatum and hippocampal subregions compare SAMR1 with SAMP8 mice at 9 months of age. *p < 0.05, **p < 0.001, ***p < 0.001.

Aging also causes profound changes in the immune system by establishing a low‐grade chronic inflammation called “inflammaging” (Fulop et al., 2023), including the activation of microglia and astrocytes in the brain, which might impact on cognitive functions (Morris et al., 2013; Ownby, 2010). We, thus, also investigated the neuroinflammatory state in SAMP8 mouse brain. In contrast to what was expected from the literature, we found no evidence of microgliosis (Edler et al., 2021). Rather, microglial cells, immunolabeled with the anti‐Iba1 antibody, showed a progressive, significant decrease in the area they occupied in the cortex (Figure 4a,c). No significant differences were found in the hippocampus, although a tendency toward reduction was detectable (Figure 4b,d). In contrast, when astrocytes were immunolabeled with the anti‐GFAP antibody, we found a significant increase in the hippocampal‐marked area at 6 months of age and a significant decrease at 9 months (Figure 4e,f).

**FIGURE 4:**
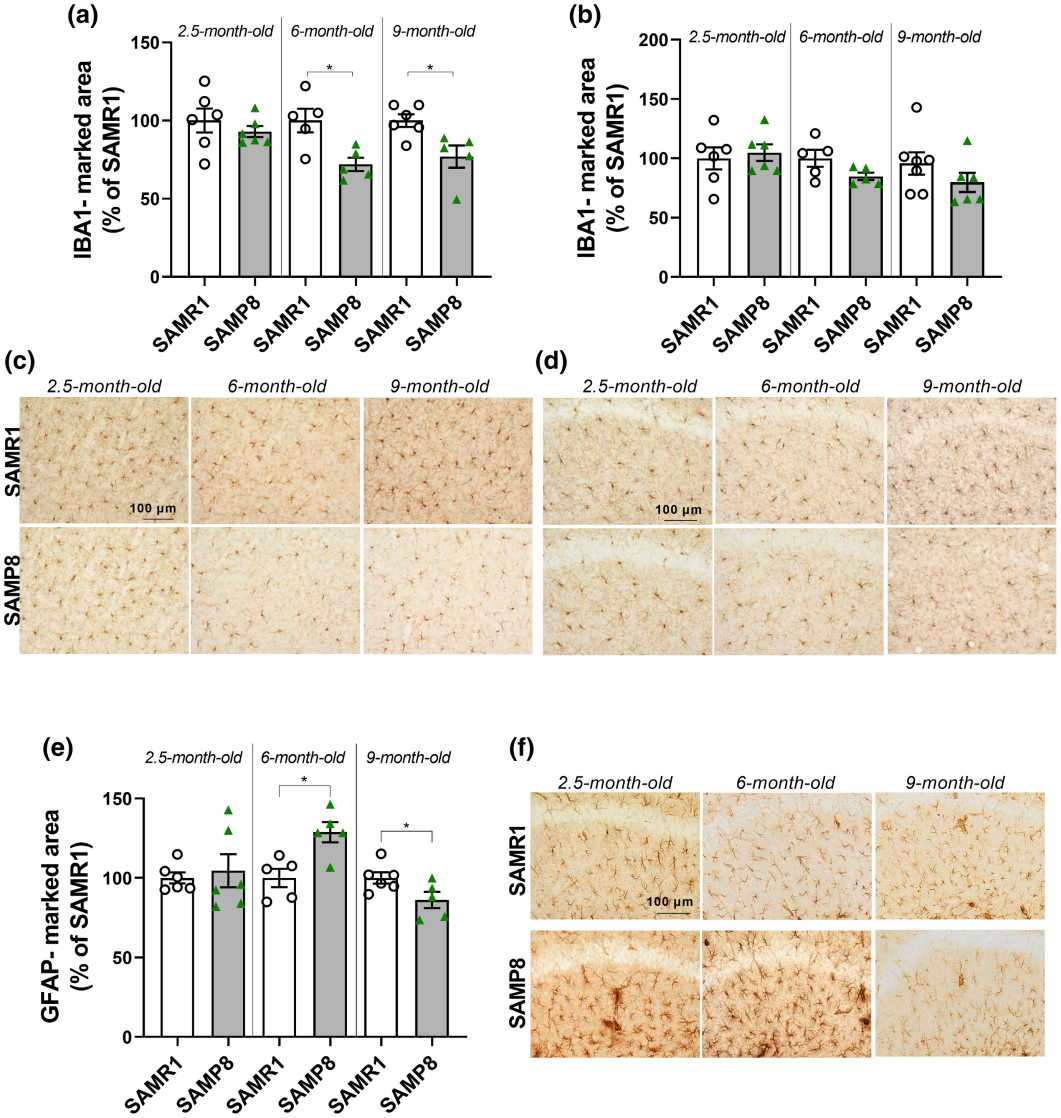
SAMP8 mice show changes in glial cell density throughout aging. Scatter plot with bar are mean ± SEM of Iba1‐marked area, immunolabelling microglial cells, in the (a) cortex (6 months: *T*_8_ = 3213, *p* = 00124; 9 months: *T*_9_ = 2947 *p* = 0.0163 Student's *t*‐test) and (b) hippocampus of SAMR1 and SAMP8 mice at 2.5, 6, and 9 months of age. (c, d) Representative images of cortical and hippocampal brain slices immunostained with the anti‐Iba1 antibody comparing cell density at the three ages investigated. (e) Scatter plot with bar are mean ± SEM of GFAP‐marked area, immunolabelling astroglial cells in the hippocampus (6 months: *T*_8_ = 3335, *p* = 0.0103; 9 months: *T*_9_ = 2287, *p* = 00480 Student's *t*‐test). (f) Representative images of hippocampal brain slices immunostained with the anti‐GFAP antibody comparing cell density at the three ages investigated in the two mouse groups; *p < 0.05.

### 2.5 Specific transcriptomic signatures distinguish frail SAMP8 from robust SAMR1 mice

In parallel to neuropathological assessment, we also carried out a transcriptomic analysis in the whole cortex and the hippocampus. These brain areas were selected based on the fact that SAMP8 mice are mainly considered as a model of sporadic AD, and we focused our attention on brain areas involved in cognitive functions. 

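Total RNA was sequenced from the whole cortex and the hippocampus of male SAMP8 mice, a senescence-prone strain, and of male SAMR1 mice, its senescence-resistant control, aged 2.5, 6 or 9 months. The 41 libraries came from 28 mice, and 13 of these mice gave both regions. At 2.5 months, 3 cortex and 3 hippocampus libraries came from 4 SAMP8 mice, and 4 libraries of each region came from 6 SAMR1 mice. At 6 months, 4 cortex and 3 hippocampus libraries came from 4 SAMP8 mice, and 3 cortex and 4 hippocampus libraries came from 4 SAMR1 mice. At 9 months, 4 cortex and 4 hippocampus libraries are labelled SAMP8, and 3 cortex and 2 hippocampus libraries are labelled SAMR1, from 5 mice of each strain. Ribosomal RNA was depleted, and the authors removed PCR duplicates by unique molecular identifiers, so that the deposited values are raw counts of reads per gene without duplicates. Total counts per library ranged from 28861 in SAMP8 cortex replicate 2 at 2.5 months to 37931897 in SAMP8 cortex at 9 months, with a median of 3082694. In SAMP8 hippocampus at 6 months, the 3 libraries held 217457 to 418346 counts, and 8 of the 41 libraries held fewer than 1000000. Of 55359 genes, 14818 had counts high enough for edgeR's filterByExpr over the 6 groups of strain and age. Their counts were normalized by TMM and fitted in 1 model with the group of strain and age and with region, and a model of 12 groups gave the strain difference within each region. A gene was called different between SAMP8 and SAMR1 at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. Strain labels were checked with 12 genes that differed between SAMP8 and SAMR1 by a log2 fold change of at least 2 at 2.5 months, among them P3h2, Slc2a5, Vcp-rs, Gm6166 and AC153155.1. By these genes, SAMP8-type transcripts made up a share of 0.935 to 1 in the 2.5-month SAMP8 libraries and of 0 to 0.047 in the 2.5-month SAMR1 libraries, on which the genes had been chosen. In cortex at 9 months, the share was 0 to 0.145 in the 4 libraries labelled SAMP8 and 0.804 to 0.96 in the 3 libraries labelled SAMR1. In hippocampus at 9 months, it was 0.881 to 1 in the 4 libraries labelled SAMP8 and 0 in both libraries labelled SAMR1. In the library labelled SAMR1 cortex replicate 2 at 6 months, it was 0.947 (95% interval 0.9 to 0.985, counting error only). By 176 genes that differed between the regions at 2.5 months, hippocampus-type transcripts made up a share of 1 in the library labelled SAMR1 cortex replicate 3 at 6 months and of 0.178 in the library labelled SAMR1 hippocampus replicate 2 at 6 months. Shares between these were found in SAMP8 cortex replicate 2 at 6 months (0.421), the 3 SAMP8 hippocampus libraries at 6 months (0.517 to 0.707), the libraries labelled SAMR1 hippocampus replicates 1 and 2 at 9 months (0.491 and 0.766) and replicate 1 of SAMP8 and of SAMR1 hippocampus at 2.5 months (0.742 and 0.792), which were not left out anywhere for their region. The 10 libraries with a share above 0.8 or under 0.2 on the side opposite to their label were kept under their deposited labels, and counts of called genes without them are given beside those with them.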

A bulk RNA‐Seq comparing the transcriptome profiles of SAMP8 mice at 2.5, 6, and 9 months of age with respect to their matched SAMR1 controls was performed. Cortex and hippocampus were considered as covariates in our statistical model since they could influence gene expression differently. Genes with |log_2_(SAMP8/SAMR1)| ≥ 1 and false discovery rate (FDR) ≤ 0.1 were considered as differentially expressed (DE) and were retained for further analysis. 

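At 6 months of age, strain accounted for 12.4% of the variance in log2 CPM between the 7 SAMP8 and 7 SAMR1 libraries, over all genes tested and after the mean of each region was removed (p = 0.00408, one-sided exact permutation of strain labels within region, 1225 permutations). With strain labels permuted over the 4 SAMP8 and 4 SAMR1 mice, the exact permutation p was 0.0286, of 70 permutations, and none gave a share above 12.4%. Exchanging all labels of 4 against 4 mice leaves the share unchanged, so that 0.0286 is the smallest p possible here. At 2.5 months, the share was 10.6% between 6 SAMP8 and 8 SAMR1 libraries and did not pass the exact permutation test within region (p = 0.148). At 9 months, it was 8.52% between the 8 libraries labelled SAMP8 and the 5 libraries labelled SAMR1 (exact permutation p = 0.592), and 25.8% without the libraries whose strain genes go against their labels, which leaves hippocampus alone (exact permutation p = 0.0667, the smallest that 15 permutations can give). With labels permuted within region, the median share was 8.05% at 6 months, 7.93% at 2.5 months and 8.74% at 9 months. In hippocampus alone at 9 months it was 19.8%. Much of each share is thus what permuted labels give as well. Whether the share differed between the ages was not tested. A PCA of Nnat, Fabp5, Dctn3, Peg10, Rprl3, Hap1, Ranbp9 and Ppp1r1a, which the study lists as DE at 2.5 months, held 78.0% of their variance on component 1 and 14.9% on component 2. The ranges of the SAMP8 and SAMR1 libraries of that age overlapped on each component taken alone. Strain accounted for 39.8% of the variance of component 1 and 41.5% of that of component 2, and separation on both together was not tested. A PCA of the genes that the study lists as DE at 6 months, among them Drd2, Gli2, Hist1h4i and Setd1b, held 47.5% on component 1, on which every SAMP8 library of that age lay apart from every SAMR1 library. Strain accounted for 76.5% of the variance of that component. Both lists had been chosen for a strain difference in these same libraries. On components 1 and 2 of all genes tested, each taken alone, SAMP8 and SAMR1 libraries overlapped at each age. Without the libraries of 6 months whose strain or region genes go against their labels, the share at 6 months was 16.7% (exact permutation p = 0.04, median permuted share 11.6%). Without libraries under 1000000 counts, it was 15.97% (exact permutation p = 0.257, median permuted share 14.7%). Leaving out these shallow libraries leaves no SAMP8 hippocampus library and permutes labels in cortex alone. The share at 2.5 months passed the exact permutation test with the 500 genes of highest variance (12.4%, p = 0.0237), without SAMR1 cortex replicate 4 (10.6%, p = 0.0214) and without libraries under 1000000 counts (15.9%, p = 0.0171). The median permuted shares of these were 7.30%, 9.21% and 9.75%.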

Heatmap and principal component analysis (PCA) of the DE RNAs in SAMP8 mice at 2.5 and 6 months of age showed a clear separation between SAMP8 and SAMR1, highlighting the presence of different expression profiles and suggesting that frailty may have an important impact on many cellular features (Figure 5a–d). 

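Dctn3, Ranbp9 and Vcp-rs rose and P3h2 and Ppp1r1a fell in SAMP8 relative to SAMR1 at 2.5 months of age. Dctn3 (ENSMUSG00000028447) encodes a subunit of dynactin, the complex that links the dynein motor to its cargo, and lies on chromosome 4 of GRCm38 from 41714798 to 41723170. Its level was 133 ± 29.3 CPM (SD, n = 6 libraries) in SAMP8 and 43.1 ± 11.2 CPM (SD, n = 8 libraries) in SAMR1, and each of the 6 SAMP8 libraries lay above each of the 8 SAMR1 libraries. The log2(SAMP8/SAMR1) of Dctn3 was 1.60 (SE 0.31, adjusted p = 0.00615 from edgeR's quasi-likelihood test). P3h2 (ENSMUSG00000038168), on chromosome 16 from 25959288 to 26105784, encodes a prolyl hydroxylase that modifies collagen chains. It measured 3.11 ± 1.89 CPM in SAMP8 and 18.6 ± 5.55 CPM in SAMR1, a log2 fold change of -2.31 (SE 0.45, adjusted p = 0.00615 from the same test). P3h2 in each of the 6 SAMP8 libraries lay below that in each of the 8 SAMR1 libraries. SAMP8 cortex replicate 2 held 28861 counts, too few to read its 0 CPM of P3h2 as a fall. Ppp1r1a (ENSMUSG00000022490), on chromosome 15 from 103530279 to 103538003, encodes an inhibitor of protein phosphatase 1 and measured 43.1 ± 15.8 CPM in SAMP8 and 92.4 ± 16.6 CPM in SAMR1, a log2 fold change of -1.07 (SE 0.21). Ranbp9 (ENSMUSG00000038546), on chromosome 13 from 43402675 to 43481282, encodes a scaffold protein that binds the GTPase Ran and had a log2 fold change of 1.04 (SE 0.21, adjusted p = 0.00925), with 6 of 6 SAMP8 libraries higher. Vcp-rs, a sequence on the X chromosome related to Vcp and therefore open to sharing reads with it, measured 48.4 ± 9.85 CPM in SAMP8 and 10.3 ± 3.09 CPM in SAMR1. Rpp25l, which lies beside Dctn3 from 41712033 to 41713534, and Invs, a gene of primary cilia on the same chromosome from 48279760 to 48431954, had log2 fold changes of 1.48 (SE 0.35, adjusted p = 0.0502) and 1.13 (SE 0.27, adjusted p = 0.0532). Slc18b1, a vesicular polyamine transporter, fell by 1.40 on the log2 scale (SE 0.34, adjusted p = 0.0654). Trim12a measured 2.12 CPM in SAMP8 and 0.00643 CPM in SAMR1, Gm6356 8.34 and 0.0129 CPM, and Gm21955 2.01 and 0 CPM, and these loci and Gm10601, Gm13306 and Gm12394 may share reads with near copies. Fabp5 fell from 91.0 ± 25.5 CPM in SAMR1 to 39.2 ± 22.9 CPM in SAMP8 by the test (adjusted p = 0.0502) but lay just under the fold threshold (log2 fold change -0.996), and Rprl3 did not pass (1.53, SE 0.41, adjusted p = 0.132). Nnat (-1.21, adjusted p = 0.292), Peg10 (-1.15, adjusted p = 0.263) and Hap1 (-1.03, adjusted p = 0.320) did not pass either. In all, 34 genes were called, 27 higher and 7 lower in SAMP8, and 58 without the 10 libraries of other ages whose strain or region genes go against their labels. DESeq2 called 7, all of them genes of Table S1, and of the 34 it called 3, Dctn3, Ranbp9 and Ppp1r1a. The other 31, P3h2 and Vcp-rs among them, were given no adjusted p by DESeq2, whose independent filter left them out, and all 34 had the same sign there. Without both libraries of SAMR1 mouse 15, edgeR called 19.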

A total deregulation of 8 DE genes (5 out of 8 resulted upregulated and 3 out of 8 resulted downregulated) was found in SAMP8 versus SAMR1 at 2.5 months of age (Figure S1A, Table 1 and Table S1). 

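Gli2 fell and Hist1h4i and Tent2 rose in SAMP8 relative to SAMR1 at 6 months of age, each in the same direction in 7 of 7 SAMP8 libraries. Gli2 (ENSMUSG00000048402), a transcription factor of hedgehog signaling, measured 2.92 ± 2.74 CPM (SD, n = 7 libraries) in SAMP8 and 9.65 ± 3.96 CPM (SD, n = 7 libraries) in SAMR1, a log2(SAMP8/SAMR1) of -1.94 (SE 0.40, adjusted p = 0.0305 from edgeR's quasi-likelihood test). Hist1h4i (H4c9, ENSMUSG00000060639), a replication-dependent histone gene, measured 24.6 ± 14.9 CPM in SAMP8 and 4.62 ± 2.52 CPM in SAMR1, a log2 fold change of 2.33 (SE 0.48). Tent2 (ENSMUSG00000042167), a cytoplasmic poly(A) polymerase, measured 28.7 ± 6.35 CPM in SAMP8 and 12.4 ± 5.31 CPM in SAMR1. Zfhx3 (ENSMUSG00000038872), a homeobox transcription factor, had a log2 fold change of -1.81 (SE 0.39, adjusted p = 0.0305). Setd1b and Kdm6b, a methyltransferase and a demethylase of histone H3, fell by 1.30 (SE 0.31, adjusted p = 0.0549) and by 1.27 (SE 0.32, adjusted p = 0.0787) on the log2 scale. Rpph1, the RNA of ribonuclease P, measured 60.3 ± 72.2 CPM in SAMP8 and 13.8 ± 4.04 CPM in SAMR1, a log2 fold change of 2.16 (SE 0.52, adjusted p = 0.0680) in 6 of 7 SAMP8 libraries, with an SD above its mean in SAMP8. The enzyme genes Acsf2 and P3h1 fell by 1.40 (SE 0.34, adjusted p = 0.0707) and by 1.67 (SE 0.43, adjusted p = 0.0806) on the log2 scale. Ppp1r1a, Gm10524 and AC153155.1 were lower and Invs, Rpp25l, Gm14326 and ENSMUSG00000118792 were higher in SAMP8 at 6 months and had been called in the same direction at 2.5 months. Dctn3 (1.12, adjusted p = 0.119), P3h2 (-1.62, adjusted p = 0.119) and Ranbp9 (0.83, adjusted p = 0.0802) did not pass both thresholds. In all, 38 genes were called, against 93 without the libraries whose strain genes go against their labels, with 32 of the 38 among them, and 35 without the 10 libraries whose strain or region genes do, with 14 of the 38 among them. Without the library labelled SAMR1 cortex replicate 3 and the library labelled SAMR1 hippocampus replicate 2, edgeR called 0 genes, with 1422 at an unadjusted p under 0.05, and DESeq2 called 173 with all libraries.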

Interestingly, in SAMP8 at 6 months of age, we detect many differences in gene expression profiles compared to SAMR1, since 146 genes emerged as deregulated. Specifically, 95 out of 146 were upregulated while 51 out of 146 were downregulated (Figure S1B, Table 1 and Table S2). Moreover, no significantly deregulated genes were found when considering SAMP8 with respect to SAMR1 at 9 months of age (Table 1).

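Of the genes called at 6 months, 7 were higher and 31 were lower in SAMP8, and the lower ones included the chromatin genes Setd1b and Kdm6b and the striatal genes Ppp1r1b and Drd2. Histone and DNA modifiers fell as a group (44 of 56 below 0, camera adjusted p = 0.0293; adjusted p = 0.948 with an estimated correlation), and 6 of them were lower at an adjusted p of at most 0.1 (9 when adjusted over the list alone), but with an offset for GC content and gene length 37 of 56 lay above 0, with the median of all genes tested moved from -0.04 to 0.15. Kmt2a, a histone methyltransferase, and Tet3, a DNA demethylase, were among these 6, each with a log2 fold change of -0.79 (adjusted p = 0.0467 and 0.0983). Cytosolic ribosomal protein genes rose (70 of 84 above 0, adjusted p = 1.37e-10, and adjusted p = 0.840 with an estimated correlation). Of these, 2 were higher at an adjusted p of at most 0.1, Rps7 and Rpl15, and 18 when adjusted over the list alone. Their mean log2 CPM was highest in SAMP8 cortex replicate 4 (7.02) and SAMP8 hippocampus replicate 2 (6.90). In the other SAMP8 libraries of that age it was 5.64 to 6.53, which overlaps the 5.82 to 6.63 of the SAMR1 libraries. Replication-dependent histones rose (35 of 38 above 0, adjusted p = 1.01e-05; adjusted p = 0.917 with an estimated correlation), with 1 higher over all genes and 15 higher and 1 lower when adjusted over the list alone. Genes of the nuclear-encoded respiratory chain rose (69 of 93 above 0, adjusted p = 5.28e-05; adjusted p = 0.948 with an estimated correlation), as did the small structured RNAs Rpph1, Rprl2 and Rprl3 (adjusted p = 0.00902; adjusted p = 0.840 with an estimated correlation; 1 higher over all genes and 3 when adjusted over the list alone). Genes of ependymal and motile cilia, such as Cfap44 and Crocc, fell (13 of 13 below 0, adjusted p = 1.87e-06; adjusted p = 0.840 with an estimated correlation), with 0 lower over all genes and 7 when adjusted over the list alone. Choroid plexus genes, such as Enpp2 and Kl, fell (14 of 14 below 0, median log2 fold change -1.10, adjusted p = 0.00777; adjusted p = 0.948 with an estimated correlation), where their mean log2 CPM was 7.24 in the library labelled SAMR1 cortex replicate 3, 8.37 in SAMR1 hippocampus replicate 3 and 6.36 in SAMP8 cortex replicate 2 against 0.37 to 4.47 in the other libraries of that age. The fall in choroid plexus genes thus rests on few libraries, and it did not pass without the 2 libraries whose region genes go against their labels (adjusted p = 0.0799) but passed without all 10 (adjusted p = 0.0176). Immediate early genes fell as well, such as Egr1, Fos and Sik1 (22 of 29 below 0, adjusted p = 0.0479; adjusted p = 0.948 with an estimated correlation; 0 over all genes and 8 when adjusted over the list alone). Marker genes of striatal neurons, chosen by the study on these libraries, fell (7 of 7 below 0, adjusted p = 7.51e-04; adjusted p = 0.840 with an estimated correlation; 2 over all genes and 7 when adjusted over the list alone), and other striatal markers did not pass (adjusted p = 0.470). Without the 10 libraries whose strain or region genes go against their labels, ribosomal protein genes still rose (adjusted p = 0.0052), and modifiers (adjusted p = 0.262) and immediate early genes (adjusted p = 0.473) did not pass. That fit keeps SAMP8 cortex replicate 4 and SAMP8 hippocampus replicate 2. With the same offset, 20 genes were higher and 8 lower in SAMP8, and 14 of these 28 had been called without it. The count called moved from 1 without SAMP8 cortex replicate 4 to 182 without SAMP8 cortex replicate 2, whose choroid plexus genes were high.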

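In cortex at 9 months, Dctn3 fell by 2.02 on the log2 scale (SE 0.30, adjusted p = 0.000217 from edgeR's quasi-likelihood test) and P3h2 rose by 1.92 (SE 0.39, adjusted p = 0.0219) in the 4 libraries labelled SAMP8 relative to the 3 libraries labelled SAMR1. In hippocampus at 9 months, P3h2 fell by 2.13 (SE 0.42, adjusted p = 0.0281) in the 4 libraries labelled SAMP8, and Dctn3 had a log2 fold change of 1.46 (SE 0.36, adjusted p = 0.166). The strain difference itself differed between the regions for Dctn3 (by -3.48, SE 0.48, adjusted p = 3.13e-05) and P3h2 (by 4.05, SE 0.57, adjusted p = 5.22e-05), as it did for Invs (adjusted p = 3.02e-04), Ranbp9 (adjusted p = 0.0174) and Cux2 (adjusted p = 0.0305). Over both regions, Dctn3 measured 77.9 ± 40.9 CPM (SD, n = 8) in libraries labelled SAMP8 and 121 ± 89.7 CPM (SD, n = 5) in libraries labelled SAMR1, and P3h2 10.6 ± 6.65 and 10.3 ± 8.73 CPM. Over both regions, 0 genes were called by edgeR, with 367 at an unadjusted p under 0.05, and 1, the 5S ribosomal RNA gene n-R5s28, was called by DESeq2. Within regions, 16 genes were called in cortex and 14 in hippocampus, and of the 16, 12 had been called at 2.5 months in the opposite direction, whereas 6 of the 14 had been called at 2.5 months in the same direction. The directions in cortex are those of libraries whose strain genes go against their labels. Without these 7 cortex libraries and the library labelled SAMR1 cortex replicate 2 at 6 months, 18 genes were called at 9 months, 6 higher and 12 lower in SAMP8, and 9 of them had been called at 2.5 months, each in the same direction. Among them were Dctn3 (log2 fold change 1.47, SE 0.33, adjusted p = 0.0674), P3h2 (-2.12, SE 0.45, adjusted p = 0.0496), Vcp-rs (2.39, SE 0.40, adjusted p = 0.00334) and Invs (1.72, SE 0.34, adjusted p = 0.0310), and also Cux2, a transcription factor of upper-layer cortical neurons, at -1.55 (SE 0.35, adjusted p = 0.0830).

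**Figure D1:**
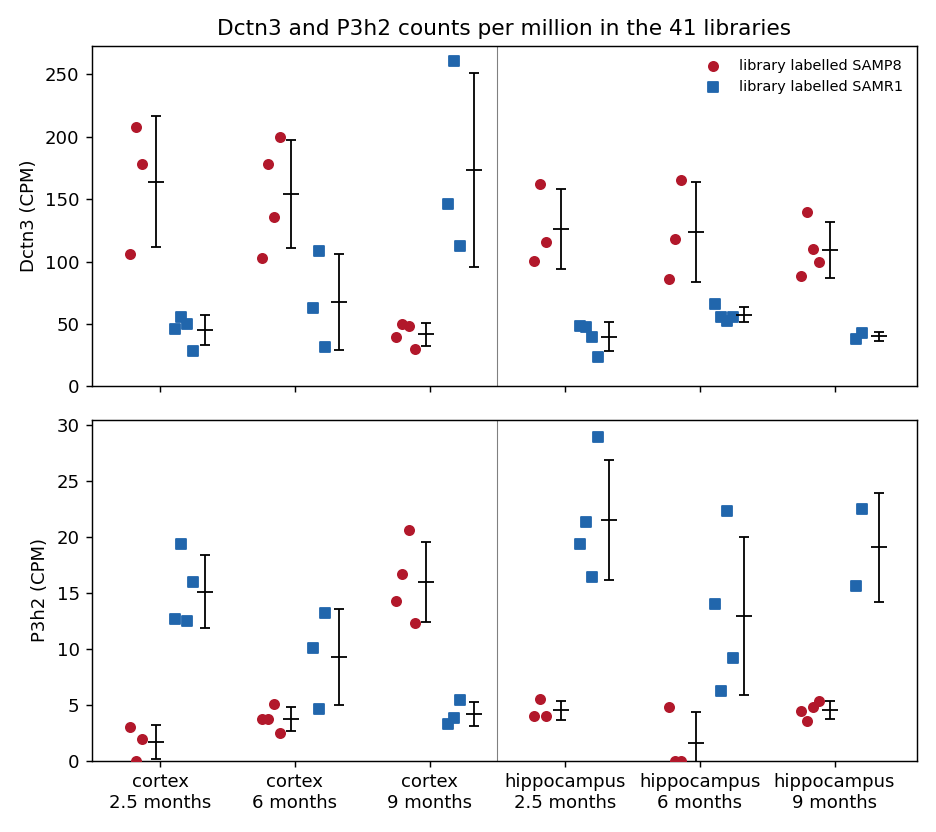
CPM of Dctn3 and P3h2 in each of the 41 libraries by age, region and strain as labelled, with bars for mean and SD. In cortex at 9 months, the libraries labelled SAMP8 lie below those labelled SAMR1 for Dctn3 and above them for P3h2, opposite to the group means at each other age and region.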

**FIGURE 5:**
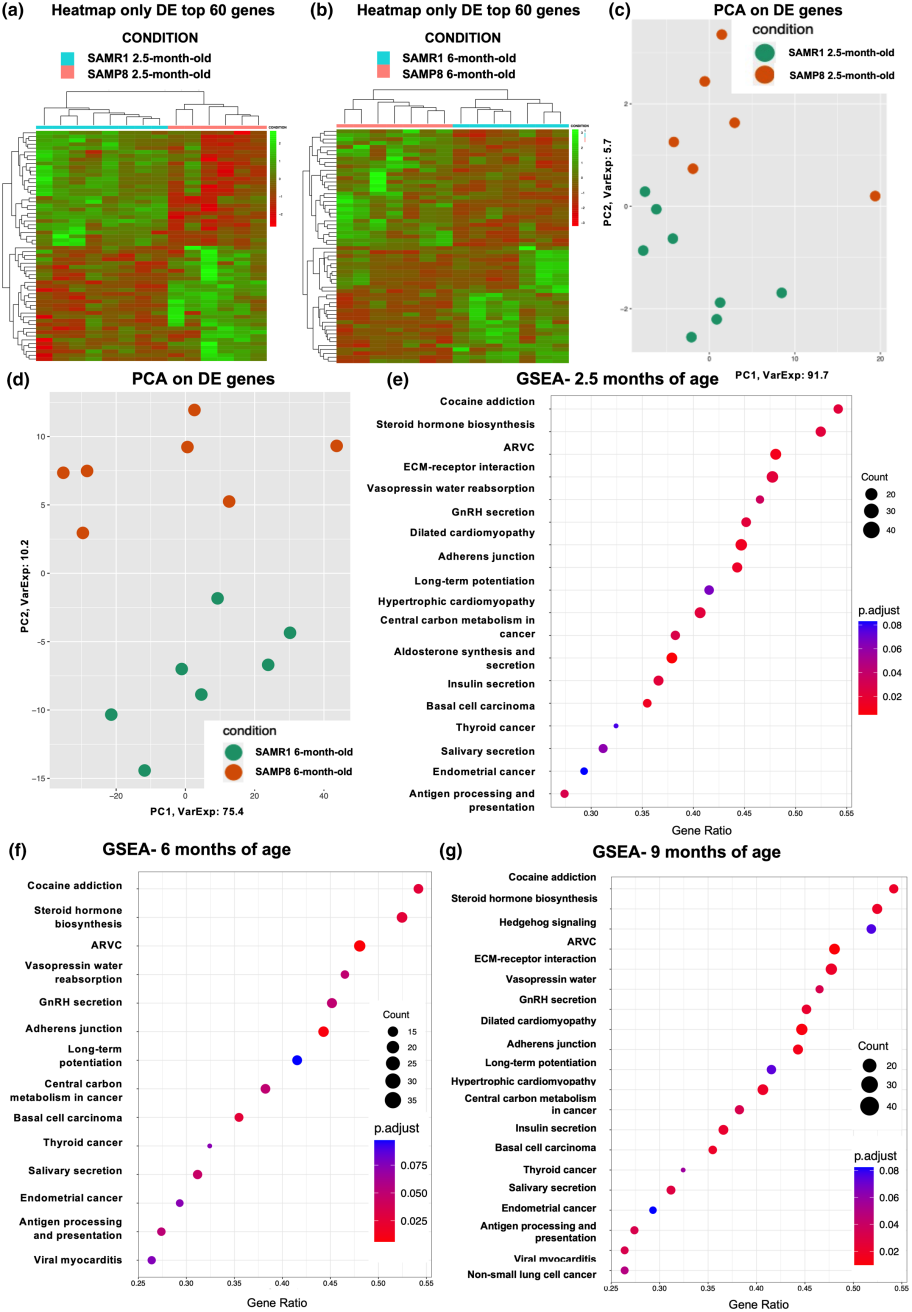
SAMP8 mice are characterized by transcriptomic signatures. Heatmaps of top 60 DE genes in SAMP8 with respect to SAMR1 mice at 2.5 (a) and 6 months (b). In red are represented downregulated DE genes, while in green upregulated ones. PCA plots of DE genes in SAMP8 with respect to SAMR1 mice at 2.5 (c) and 6 months (d). KEGG GSEA for SAMP8 compared to SAMR1 mice at 2.5 (e), 6 (f), and 9 months (g). The y‐axis represents the name of the pathway, the x‐axis represents the gene ratio, dot size represents the number of different genes, and the color indicates the adjusted *p*‐value.

**TABLE 1:** The differential expression analysis highlighted a dysregulation in transcriptomic profiles in SAMP8 mice at 2.5, 6 and 9 months of age with respect to their matched controls.

	Upregulated	Downregulated	Total
SAMP8 vs. SAMR1 at 2.5 months of age	5	3	8
SAMP8 vs. SAMR1 at 6 months of age	95	51	146
SAMP8 vs. SAMR1 at 9 months of age	–	–	–

To further investigate the differences between SAMP8 mice and their respective controls at different months of age, we performed and extensive Gene Set Enrichment Analysis (GSEA) on Kyoto Encyclopedia of Genes and Genomes (KEGG). Frailty implicates changes in gene expression that affects pathways related to metabolism (Zhang et al., 2020). Indeed, the GSEA KEGG analysis highlighted 18 deregulated pathways when considering SAMP8 mice at 2.5 months of age with respect to SAMR1 at the same age (Figure 5e). Interestingly, all pathways were found to be downregulated (Table S3). This downregulation pattern persisted in SAMP8 mice at 6 and 9 months of age when compared to their respective control groups. 

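At 2.5 months of age, choroid plexus genes, which mark the epithelium that makes cerebrospinal fluid, rose in SAMP8 (14 of 14 above 0, median log2 fold change 1.15, camera adjusted p = 0.00256), though their mean log2 CPM was high in 3 hippocampus libraries alone, SAMP8 replicates 2 and 3 (6.82 and 7.21) and SAMR1 replicate 2 (7.00), against -0.55 to 3.25 in the others. Genes of the extracellular matrix and integrins fell (36 of 41 below 0 and 28 of 41 with the offset for GC content and gene length, adjusted p = 0.0122), with P3h2 passing over all genes and when adjusted over the list alone, and Col4a1 and Col4a2, which encode collagen IV of basement membranes, at log2 fold changes of -0.78 and -0.62. Histone and DNA modifiers fell (42 of 56 below 0 and 34 of 56 with that offset, adjusted p = 0.00114). Replication-dependent histones rose (32 of 38 above 0 and 28 of 38 with that offset, adjusted p = 1.35e-04), with 0 passing over all genes and 1 when adjusted over the list alone, as did small structured RNAs (3 of 3 above 0, adjusted p = 0.0221), with 0 and 3. Cytosolic ribosomal proteins (51 of 84 above 0 and 47 with that offset, adjusted p = 2.90e-04), the nuclear-encoded respiratory chain (59 of 93 above 0 and 48 with that offset, adjusted p = 0.00682) and oligodendrocyte genes (10 of 13 above 0, adjusted p = 0.0402) rose, with no gene passing singly by edgeR over all genes or when adjusted over the lists alone. Each of these 8 lists had an adjusted p = 0.974 with an estimated correlation. Genes of mitochondrial fatty acid oxidation and carnitine, the pathway of the acylcarnitines, did not pass at 2.5 months (20 of 29 above 0, adjusted p = 0.482), at 6 months (adjusted p = 0.470) or at 9 months (adjusted p = 0.772). Without libraries under 1000000 counts, choroid plexus (adjusted p = 0.149), ribosomal protein (adjusted p = 0.597), respiratory chain (adjusted p = 0.284) and oligodendrocyte genes (adjusted p = 0.778) did not pass. These lists, written by hand with the study's supplementary tables seen, stand in for KEGG, whose gene sets were not used here, and GSEA was not run.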

Despite the fact that at 9 months we did not find significantly deregulated genes in SAMP8 mice, GSEA still highlighted some altered pathways, which is justified by the fact that GSEA considers the whole transcriptome.

Specifically, GSEA KEGG pathways analysis highlighted 14 and 20 deregulated pathways (all downregulated), respectively (Figure 5f,g and Tables S4 and S5). Furthermore, our GSEA results demonstrated a consistent downregulation of metabolic pathways across all comparisons, including pathways associated with “Cocaine addiction” and “Steroid hormone biosynthesis” (Figure 5e–g).

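At 9 months of age, oligodendrocyte genes such as Aspa, Ugt8a and Mog rose in libraries labelled SAMP8 (13 of 13 above 0, camera adjusted p = 1.39e-04; adjusted p = 0.977 with an estimated correlation). Small structured RNAs rose (3 of 3 above 0, adjusted p = 1.39e-04; adjusted p = 0.229 with an estimated correlation; 0 passing over all genes and 3 when adjusted over the list alone), and so did choroid plexus genes (14 of 14 above 0, median log2 fold change 1.41, adjusted p = 0.0371; adjusted p = 0.977 with an estimated correlation), whose mean log2 CPM was 7.54 in SAMP8 hippocampus replicate 4 against -0.22 to 2.82 in every other library of that age. Glucocorticoid response genes such as Sgk1 rose (11 of 13 above 0, adjusted p = 0.0371; adjusted p = 0.977 with an estimated correlation), as did cytosolic ribosomal proteins (60 of 84 above 0, adjusted p = 0.0115; adjusted p = 0.977 with an estimated correlation). Neurogenesis genes such as Tubb3 fell (14 of 18 below 0, adjusted p = 0.00964; adjusted p = 0.977 with an estimated correlation). Within regions, meningeal and fibroblast genes fell in the cortex libraries labelled SAMP8 (adjusted p = 3.75e-06) and rose in hippocampus (adjusted p = 0.00561), and interferon response genes did likewise (adjusted p = 4.12e-05 and 0.0196), though none of the 4 passed with an estimated correlation (adjusted p = 0.477 at the lowest within any region). All directions in cortex at 9 months are drawn from libraries whose strain genes go against their labels, and without the 10 libraries whose strain or region genes do so oligodendrocyte (adjusted p = 0.163) and glucocorticoid response genes (adjusted p = 0.492) did not pass, in a fit that holds hippocampus alone at this age. Genes of hedgehog and Wnt signaling passed neither at 6 months (23 of 34 below 0, adjusted p = 0.204; 1, Gli2, passing over all genes and 1 higher and 6 lower when adjusted over the list alone) nor at 9 months (adjusted p = 0.950). Extracellular matrix and integrin genes did not pass at 6 months (27 of 41 below 0 and 18 of 41 with the offset for GC content and gene length, adjusted p = 0.112; 1, P3h1, lower over all genes and 1 higher and 3 lower when adjusted over the list alone) or at 9 months (adjusted p = 0.768, test down with a median of 0.01), and neither did antigen presentation genes, such as H2-D1, at any age (adjusted p = 0.806, 0.962 and 0.950 at 2.5, 6 and 9 months). At 6 months, the offset also moved the median of all genes tested from below 0 to above 0. The matrix count with the offset cannot be told apart from that shift.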

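Ppp1r1b and Drd2, the genes of the phosphoprotein DARPP-32 and the dopamine D2 receptor, were the 2 genes of the cocaine addiction list that were lower in SAMP8 at an adjusted p of at most 0.1, both at 6 months. Adjusted over the list alone, Adcy5, an adenylyl cyclase gene abundant in striatal neurons, was lower as well. The list had 42 genes tested, of which 30 lay below 0 at 2.5 months, 31 at 6 months and 19 at 9 months, and as a list it did not pass camera at any of these ages (adjusted p = 0.580, 0.615 and 0.873). At 9 months, its test pointed down while its median log2 fold change was 0.02, and with the offset for GC content and gene length 18 of 42 lay below 0 at 2.5 months and 12 of 42 at 6 months. At 6 months, the offset also moved the median of all genes tested from below 0 to above 0. The count of the list with the offset at 6 months cannot be told apart from that shift. Steroid hormone biosynthesis genes lay above 0 in SAMP8 in 10 of 15 at 2.5 months, 11 at 6 months and 12 at 9 months, and did not pass either (adjusted p = 0.518, 0.519 and 0.0710, direction up at each age). Hsd17b7, which encodes a reductase of estrogen and cholesterol synthesis, was the single steroid gene higher when adjusted over the list alone, at 2.5 months (log2 fold change 0.98, SE 0.29), with 0 over all genes by edgeR. The steroid list rose at 9 months without the libraries whose strain genes go against their labels (adjusted p = 0.0238) and without the cortex libraries of that age labelled SAMR1 replicate 1 (adjusted p = 0.00933), SAMR1 replicate 2 (adjusted p = 0.0227) or SAMP8 replicate 4 (adjusted p = 0.0392), each left out alone. With the core genes of the study's own table in place of the cocaine addiction list, the genes fell in SAMP8 at 2.5 months (adjusted p = 0.0317) and 6 months (adjusted p = 0.0288), a set chosen by the study on these libraries.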

### 2.6 Plasma metabolomics highlights lipid changes in SAMP8 mice already at 2.5 months of age

At a systemic level, we evaluated temporal metabolic alterations between SAMP8 and SAMR1 mice in the plasma. Targeted metabolomics strategy quantified a total of 147 metabolites, 13 biogenic amines, one sugar, 21 amino acids, 10 acylcarnitines (ACs), 13 lysophosphatidylcholines (lysoPCs), 74 phosphatidylcholine (PCs), and 15 sphingomyelins (Table S6). Metabolic states were assessed at 2.5, 6, and 9 months of age using multivariate and univariate approaches. Principal component analysis showed alterations in the target plasma metabolomics profiles at 2.5 months, progressively decreasing at 6 and 9 months (Figure 6a). These differences were also confirmed by the univariate analysis (Wilcoxon–Mann–Whitney) that showed significant levels alteration of 49, 14, and 37 metabolites between SAMP8 and SAMR1 at 2.5, 6, and 9 months, respectively (Table S7). Focusing on the significantly altered metabolites, we observed that SAMP8 mice were characterized by generally low plasma levels of ACs and lipid species compared to SAMR1 mice (Figure 6b,c and Table S6). This metabolic asset was maintained to a lesser extent at 6 and 9 months (Figure 6b,c and Table S7).

**FIGURE 6:**
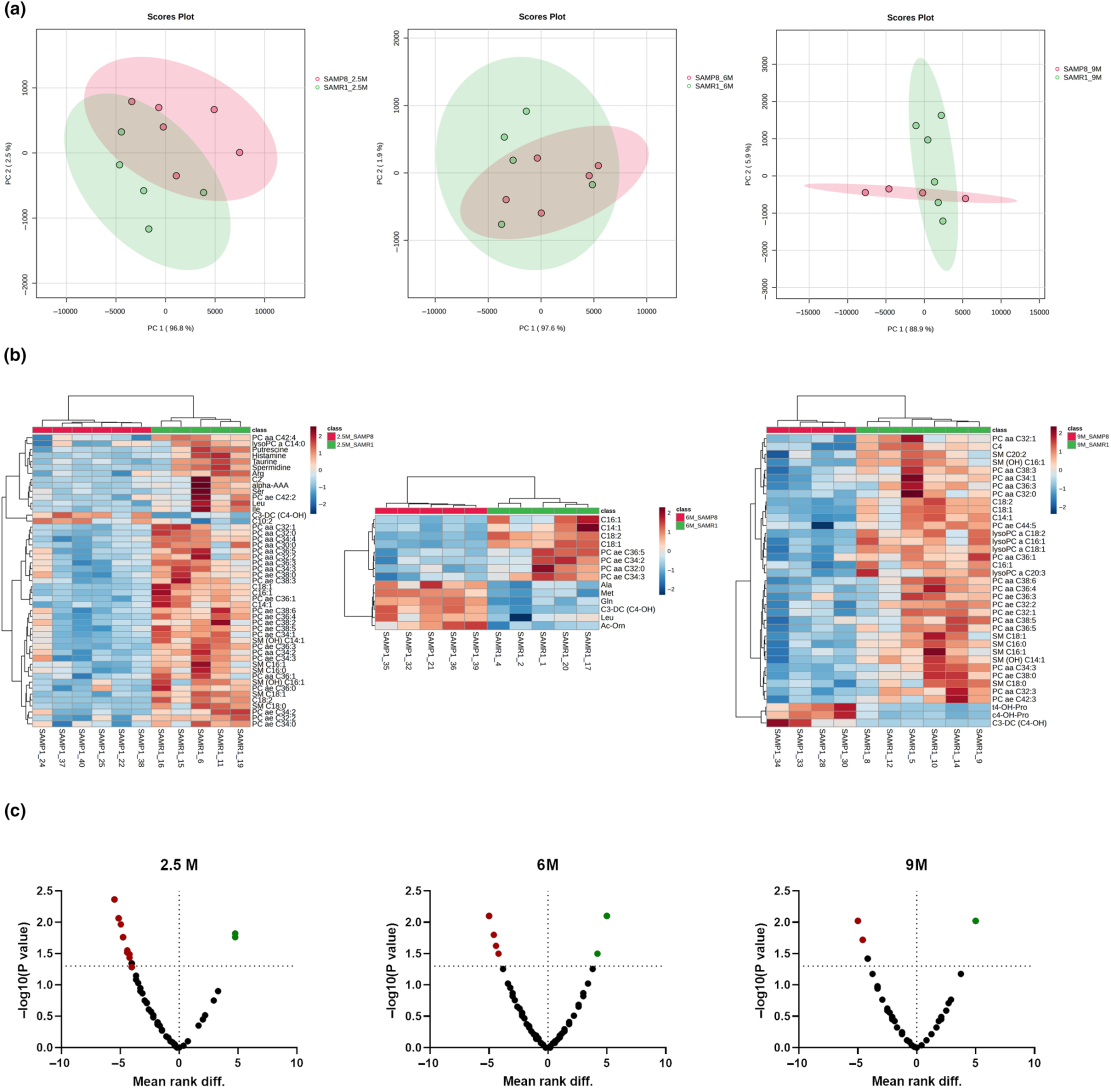
Plasma metabolomics changes in SAMP8 mice are observed already at 2.5 months of age. OPLS‐DA score plots representative of the metabolomics differences between SAMP8 and SAMR1 at 2.5, 6, and 9 months of age respectively (a). Volcano plots represent the metabolic statistically significant difference (Wilcoxon–Mann–Whitney) between SAMP8 and SAMR1 at 2.5, 6, and 9 months of age respectively. Red and green dots highlighted the increased and decreased statistically significant different metabolites in the comparison of interest (b). Hierarchical clustering heatmaps of the statistically significant different metabolites between SAMP8 and SAMR1 at 2.5, 6, and 9 months of age, respectively (c).

To identify possible links between plasma metabolic alterations and frailty‐related indicators, we performed a correlation analysis between statistically significant different plasma metabolites and their pathological outcomes at 2.5, 6, and 9 months of age. We observed major significantly positive correlation pairs (spearman correlation *p* < 0.05, *r* ± 0.8) between metabolites and various neuropathology indicators at all ages investigated. Whereas, cognition and brain structural parameters are well correlated with metabolite changes only at 2.5 and 9 months of age, respectively (Table S8A–C). Notably, the correlation pairs involved mainly ACs and lipid species.

### 2.7 Integrated pathways analysis reveals age‐associated molecular signatures in SAMP8 mice

Lastly, we employed the MetaboAnalyst 6.0 webtool to integrate transcriptomic and metabolomic data, aiming to elucidate the molecular mechanisms underlying the aging process in SAMP8 mice. Specifically, we conducted an integrative pathways analysis for both 2.5‐month‐ and 6‐month‐old SAMP8 mice compared to age‐matched SAMR1 controls. By this approach, we aimed to capture comprehensive insights into the dynamic changes occurring with aging. This comprehensive analysis revealed a total of 40 pathways at 2.5 months and 165 pathways at 6 months of age, with details provided in the Table S9. Among these, 23 pathways were found to be shared between the two age groups, as shown by the Venn diagram in Figure S1C. Notably, shared pathways include those associated with “mTOR signaling,” “GABAergic synapse,” “Long‐term potentiation,” and “Glutathione metabolism,” indicative of the intricate interplay between synaptic functions, neuronal plasticity, and metabolic regulation during aging (Table 2). This approach allowed us to pinpoint common biological processes and pathways affected during the aging process in SAMP8 mice and linked to our functional deficits, providing valuable insights into the molecular mechanisms underlying age‐related changes in this model organism.

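Ppp1r1a, which encodes the phosphatase inhibitor that gates synaptic potentiation, was the 1 gene of the long-term potentiation list lower in SAMP8 at an adjusted p of at most 0.1, at 2.5 and at 6 months. Adjusted over the list alone, 2 genes were lower at 2.5 months, and 1 was higher and 5 were lower at 6 months, among them Camk2b (log2 fold change -0.52, SE 0.16), Map2k2 (-0.62, SE 0.19) and Crebbp (-0.46, SE 0.14), with Ppp1cb higher (0.44, SE 0.14). Over its 61 genes, the list did not pass camera at 2.5 months (adjusted p = 0.348) or 6 months (38 below 0 and 17 with the offset for GC content and gene length, adjusted p = 0.705). At 6 months, the offset also moved the median of all genes tested from below 0 to above 0. The count of the list with the offset cannot be told apart from that shift. Of 42 genes of the GABAergic synapse, 0 passed over all genes by edgeR at 6 months and 1 was higher and 4 were lower when adjusted over the list alone, including the vesicular transporter Slc32a1 (-1.12, SE 0.38) and the calcium channel Cacna1b (-0.53, SE 0.17), and the list did not pass at 2.5 months (adjusted p = 0.577) or 6 months (21 of 42 above 0 and 33 with the offset, adjusted p = 0.470). Of 39 genes of glutathione metabolism, 1 was higher and 3 were lower at 6 months when adjusted over the list alone, with the peroxidases Gpx4 at 0.72 (SE 0.23) and Gpx3 at -1.65 (SE 0.52), and the list did not pass at 2.5 months (adjusted p = 0.170) or 6 months (adjusted p = 0.753). Of 47 genes of mTOR signaling, Lamtor5, a subunit of the complex that brings mTOR to lysosomes, was higher at 6 months when adjusted over the list alone (0.87, SE 0.25), and Mtor had a log2 fold change of -0.38 (SE 0.13). The mTOR list did not pass at 2.5 months (adjusted p = 0.915) or 6 months (adjusted p = 0.668), where its test pointed up, its median was -0.05 and 37 of 47 lay above 0 with the offset. The counts of the GABAergic synapse and mTOR lists with the offset cannot be told apart from the shift of all genes either. The directions at 6 months count as SAMR1 the library labelled SAMR1 cortex replicate 2, whose strain genes are of the SAMP8 type, and the plasma metabolites that the study joined to these genes were not analysed here.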

**TABLE 2:** Shared pathways identified through integrative pathways analysis comparing 2.5‐month and 6‐month‐old SAMP8 mice with age‐matched SAMR1 controls.

Number of shared pathways	23
SAMP8 vs. SAMR1 2.5 months old and SAMP8 versus SAMR1 6 months old	mTOR signalling pathway
	Mineral absorption
	Gastric acid secretion
	Cysteine and methionine metabolism
	Aminoacyl‐tRNA biosynthesis
	Valine, leucine, and isoleucine biosynthesis
	Inflammatory mediator regulation of TRP channels
	Salmonella infection
	Neuroactive ligand–receptor interaction
	Insulin resistance
	Central carbon metabolism in cancer
	ABC transporters
	GABAergic synapse
	Arginine biosynthesis
	Lysine degradation
	Synaptic vesicle cycle
	Long‐term potentiation
	Bile secretion
	Protein digestion and absorption
	Adrenergic signalling in cardiomyocytes
	Glutathione metabolism
	Valine, leucine, and isoleucine degradation
	Chagas disease (American trypanosomiasis)

## 3 DISCUSSION

Aging is the main risk factor for the development of a frail condition leading to several pathologies including neurodegenerative diseases, of which AD represents the most diffused form of dementia. The main diagnostic tools are the *Fried frailty phenotype*, a measure of physical performances (Fried et al., 2001), and the *Frailty Index*, which is instead based on the comparison of multiple and cumulative deficits and was created by Rockwood and colleagues (Clegg et al., 2013). However, these indices have the limit of detecting frailty only when it has reached a level of severity that makes the deleterious effects evident. Moreover, they can be affected by the subjectivity of individual answers and lack of linkage with the biological mechanisms of frailty (Whitson et al., 2007).

The identification of early biomarkers predicting frailty would, indeed, represent a breakthrough for the clinic since it will allow to identify the related biomolecular mechanisms and develop precision medicine‐based approaches so to prevent frailty and guarantee a healthier aging. This will have an impact at global level, also considering the foreseen increase in life expectancy.

We herein described a longitudinal characterization at functional (motor and cognitive abilities) and brain structural (MRI) level of SAMP8 mice, compared with their respective normally aging control SAMR1, combined with brain transcriptomic and plasma metabolomic analyses, aimed at identifying predictive biomarkers of frailty. SAMP8 are widely used as a senescence mouse model spontaneously developing a frail phenotype converting to AD‐like dementia (Liu, Chang et al., 2020).

At functional level, we found that SAMP8 mice displayed, already at 2.5 months of age, a significant impairment in long‐term recognition. At motor level, they showed a significant reduction in paw grip strength at 2.5 and 6 months, as well as balance deficits starting at 6 months. Of note, recent studies have shown that older adults with accelerated declines in gait and memory have higher risk of developing dementia than those with either solely memory or gait decline (Montero‐Odasso et al., 2018; Tian et al., 2020). This evidence further promotes SAMP8 mice as the ideal model to find predictive biomarkers of aging‐related dementia (Folch et al., 2018; Mori & Higuchi, 2019).

SAMP8 functional alterations were associated with a reduction in brain volume growth, indeed, whereas in SAMR1 mice there was a significant volume increase of the whole brain and of specific areas such as the whole cortex, hippocampus, and striatum throughout aging, in SAMP8 mice, this volume growth did not occur, and by the age of 6 months the volume differences between SAMR1 and SAMP8 became significant. We hypothesize that the senescent condition of SAMP8 might imply a neurodevelopment defect. We have no precise explanation for this defect, which will be further addressed with future studies, but it is conceivable to assume that it might be the result of a congenital condition combined with aging‐related effects. To be noticed that few studies on neurogenesis in SAMP8 mice proved accelerated depletion of the hippocampal neuronal stem cell (NSC) pool compared with SAMR1 around 6 months of age or even later, coinciding in time and space with a reduction in neurogenesis and an increase in astroglial differentiation, although the latter is not always confirmed (Díaz‐Moreno et al., 2013; Gang et al., 2011; Gómez‐Oliva et al., 2023; Pačesová et al., 2022); no defects were observed at early ages. In addition, a significant increase in immature neurons and a significant decrease in mature neurons was found at 5 months, which worsen at 10 months of age (Gang et al., 2011). Notably, age‐related drifts in histone posttranslational modifications in the brain of SAMP8 mice were described as possible responsible for neurodevelopment defects. These age‐related drifts in brain epigenomes would negatively affect neuronal transcriptomes (Fischer et al., 2010; Lu et al., 2004), contributing to a signaling capacity decline of neurons, defects in axon myelination, and other molecular alterations that have been linked to various cognitive disorders and eventually neurodegeneration (Jakovcevski & Akbarian, 2012; Yankner et al., 2008).

These data fully agree with our findings; indeed, in addition to brain volume differences, we also found that the neuronal density in the same smaller SAMP8 brain areas became progressively lower. These brain areas are mainly involved in the regulation of cognitive and motor functions. Indeed, we found significant neuronal density reduction in the motor cortex and striatum associable with motor impairment and in the whole cortex and hippocampus well known to be involved in learning and memory processing (Bettio et al., 2017; Kreitzer, 2009; Vitrac & Benoit‐Marand, 2017). Beside a progressive decrease in neuronal density, we found that also the area occupied by microglial cells decreased throughout aging in SAMP8 mice, mostly in the cortex, although a tendency was observed also in the hippocampus. These findings contrast with previous published data showing microgliosis in the cortex of SAMP8 mice at 6 months and in the brain stem at 9 months (Pačesová et al., 2022), discrepancies that require further elucidation, considering that this increase is not even detected in the same brain areas among research groups.

In contrast, the marked area occupied by astrocytes significantly increased at 6 months in the hippocampus, indicating the presence of astrogliosis at a certain age, which agrees with the previous studies mentioned above (Gómez‐Oliva et al., 2023), describing an increased astrogliosis at 6 months in association with a reduction in neurogenesis. However, as for microglia, at 9 months also the marked area occupied by astrocytes decreased in our SAMP8 mice, which is in line with data from Gang et al. (2011). We have no explanation for glial cell reduction yet, but future dedicated studies will be devoted to better characterize their morphology/reaction and phenotype so to clarify these changes. However, we cannot exclude that SAMP8‐related epigenetic changes described above for neurons might also influence the survival of glial cells throughout aging in a frail context (Fischer et al., 2010; Lu et al., 2004). It is known, for instance, that a multitude of factors, including cellular aging, transcriptomic changes, senescence‐associated secretory phenotype, dysregulated glial metabolism, and the milieu in which these cells reside, could influence their behavior and survival (Minhas et al., 2021; Palmer & Ousman, 2018; Van den Bossche & Leenen, 2021). A recent paper reported that SAMP8 mice treated with LPS showed, and immune microglial response at 6 months but null responsiveness at 12 months of age, likely suggesting an exhaustion of their activity or immune suppression throughout SAMP8 frail aging (Molina‐Martínez et al., 2020).

The possibility to identify predictive biomarkers well relating to functional deficits by exploiting omics‐based approaches helps in exploring the physiological mechanisms underlying frailty and aids in evaluating the frailty risk development and progression. Indeed, complementary omics analyses on mouse brains and plasma allowed us to identify early metabolomic and transcriptional changes capable of distinguishing frail SAMP8 from robust SAMR1 mice even at young ages.

Through transcriptomics analysis of the cortex and the hippocampus, we have identified a series of deregulated genes mainly distinguishing SAMR1 from SAMP8 at young ages, 2.5 and 6 months. 

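Ppp1r1a had a log2(SAMP8/SAMR1) of -1.07 and -1.06 at 2.5 and 6 months of age, and AC153155.1 one of -4.44 and -4.26. Invs had log2 fold changes of 1.13 and 1.09, Rpp25l of 1.48 and 1.55, and Gm14326 of 2.54 and 2.27 at the 2 ages. These genes are among the 7 called at both ages, each in the same direction, and none was called in opposite directions. Tested directly, the strain difference at 6 months differed from that at 2.5 months for 0 genes by edgeR, with 541 at an unadjusted p under 0.05. DESeq2 called 1, the vasopressin gene Avp, and edgeR called 98 without a filter on low counts. Hist1h4i (1.42 at 2.5 months) and Gli2 (-0.54) were thus called at 6 months alone without a difference between the ages that passed the test. The 6-month values include 3 libraries labelled SAMR1 whose strain or region genes go against their labels, and edgeR called 0 genes also without those of strain (462 at an unadjusted p under 0.05).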

The higher number of deregulated genes was found at 6 months. Surprisingly, no significant differences were found at 9 months when the genetic profile turned out to be more aligned between the two strains, thus indicating that the more reliable biomarkers are detectable at earlier stage of frailty development. 

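Kcnc1, which encodes a potassium channel of fast-spiking neurons, differed in its strain difference between 6 and 9 months of age (adjusted p = 0.0652 from edgeR's quasi-likelihood test). Kmt2d, a histone methyltransferase, went from -0.78 to 0.48 on the log2 scale (difference 1.26, SE 0.27), and Zfhx3 differed by 2.34 (SE 0.53, adjusted p = 0.0856). The neuronal genes Hpca, a calcium sensor of the hippocampus, and Nr4a3, an immediate early gene, differed by 1.41 (SE 0.31, adjusted p = 0.0782) and 2.19 (SE 0.47, adjusted p = 0.0735), whereas Camk1 differed by -1.15 (SE 0.26, adjusted p = 0.0856). In all, the strain difference at 9 months differed from that at 6 months for 17 genes, 14 with a larger and 3 with a smaller value at 9 months, and DESeq2 called 74. Between 9 and 2.5 months it differed for 10 genes, among them Dctn3 (difference -2.15, SE 0.45, adjusted p = 0.0531) and Kmt2d (1.20, SE 0.27, adjusted p = 0.0693). The values at 9 months are drawn in part from cortex libraries whose strain genes go against their labels. Without these and the library labelled SAMR1 cortex replicate 2 at 6 months, 2 genes differed between 9 and 6 months, Dpp10 and Gm37717, named after their values were seen, and with the offset for GC content and gene length edgeR called 0, with 1054 at an unadjusted p under 0.05. Between 9 and 2.5 months, edgeR called 0 without the libraries whose strain genes go against their labels, with 429 at an unadjusted p under 0.05. From the genes called at 2.5 and 6 months and the absence of called genes at 9 months, the paper concludes that the more reliable biomarkers are found at earlier stages of frailty.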

Of note, two main pathways emerged as significantly altered, which were related to cocaine addiction and steroid hormone biosynthesis.

Interestingly, the reward system (i.e., cocaine addiction) has been tightly linked to motor and cognitive deficits (Lauretani et al., 2022). Patients with motoric cognitive risk (MCR) syndrome, for instance, show a smaller volume of total gray matter, cortical gray matter, motor cortex, prefrontal cortex, and dorsolateral segment of the prefrontal cortex, when compared to those who do not meet the diagnostic criteria for MCR (Beauchet et al., 2016). These brain areas compose functional circuits and neuronal networks shared by the motor, cognitive, and reward systems, which includes the mesolimbic pathway, some nuclei of the terminal stria, the amygdala, and the hippocampus. The preservation of these integrated systems is fundamental in the elderly patient for resilience to cognitive and motor deficits (Lauretani et al., 2022). 

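Ppp1r1b fell in SAMP8 hippocampus at 6 months by 2.96 on the log2 scale (SE 0.71, adjusted p = 0.0413 from edgeR's quasi-likelihood test), and in cortex it had a log2 fold change of -0.77 (adjusted p = 0.731). Over both regions, this gene, which encodes the dopamine-regulated phosphatase inhibitor of striatal medium spiny neurons, measured 129 ± 99.6 CPM (SD, n = 7 libraries) in SAMP8 and 317 ± 265 CPM (SD, n = 7 libraries) in SAMR1, with a log2 fold change of -1.80 (SE 0.46, adjusted p = 0.0805). Drd2 measured 2.17 ± 2.73 CPM in SAMP8 and 16.8 ± 19.1 CPM in SAMR1, a log2 fold change of -3.19 (SE 0.86, adjusted p = 0.0983), and did not pass in cortex alone (-2.64, SE 0.96, adjusted p = 0.408). Adcy5 fell in hippocampus by 1.90 (SE 0.53, adjusted p = 0.0784), and over both regions it had a log2 fold change of -0.98 (SE 0.34, adjusted p = 0.196). Penk, the gene of the opioid precursor proenkephalin, measured 86.8 ± 84.9 CPM in SAMP8 and 231 ± 274 CPM in SAMR1 and did not pass (-2.30, SE 0.77, adjusted p = 0.176). Adora2a (-2.30, SE 1.13, adjusted p = 0.398), Rgs9 (-2.06, SE 0.85, adjusted p = 0.285) and Syndig1l (-2.59, SE 0.79), all genes of striatal neurons, did not pass either. The SD of Drd2, Penk, Adora2a, Rgs9 and Syndig1l in SAMR1 was above their mean, and the mean of these 7 genes moved across the 41 libraries with that of 17 other striatal markers after the mean of each group of strain, age and region was removed (Pearson r = 0.885, Spearman rho = 0.871, permutation p = 1e-05 for each, the smallest that 100000 permutations can give, and r = 0.890 without the 2 libraries farthest from the median). The library labelled SAMR1 hippocampus replicate 2, whose region genes are of the cortex type, counts as hippocampus in these values and held 813 CPM of Ppp1r1b, against 110 to 171 CPM in the other SAMR1 hippocampus libraries of that age. Without it, Ppp1r1b did not pass over both regions (-1.13, adjusted p = 0.256), and the median of the 7 genes went from -2.30 to -0.97. Over all libraries and mice left out 1 at a time, the log2 fold change of Ppp1r1b ranged from -2.12 to -0.91 (adjusted p = 0.0395 to 0.407), and the striatum itself was not sequenced.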

Based on this evidence, and considering that in our SAMP8 mice at 6 months we observe both motor impairment and cognitive dysfunction, as well as smaller volume of total gray matter, motor and whole cortex and hippocampus followed by a striatal reduction at later ages, it is conceivable to assume that this transcriptomic signature is highlighting a major compromising of the reward system networking likely contributing to cognitive and motor deficits.

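Srd5a1, which encodes the reductase that makes dihydrotestosterone and allopregnanolone precursors, measured 1.55 ± 1.73 CPM (SD, n = 7 libraries) in SAMP8 and 4.94 ± 3.55 CPM (SD, n = 7 libraries) in SAMR1 at 6 months of age. Its log2(SAMP8/SAMR1) was -1.32 (SE 0.62) and did not pass edgeR's quasi-likelihood test. Fdx1, the gene of the ferredoxin that passes electrons to mitochondrial steroid enzymes, had a log2 fold change of -0.67 (SE 0.34), and Dhrs11, a hydroxysteroid dehydrogenase gene, of -1.14 (SE 0.69). Hsd17b7 and Cyp1b1, an enzyme gene of estrogen metabolism, lay above 0 at 6 months, at 0.56 (SE 0.31) and 0.90 (SE 0.64). Of the 15 genes of the steroid hormone biosynthesis list tested at that age, 11 lay above 0 and 4 below, with a median log2 fold change of 0.16. None of the 5 genes named passed the test at 6 months over all genes or when adjusted over the list alone. Each of the 3 SAMP8 hippocampus libraries of 6 months held fewer than 1000000 counts, where 1 CPM is less than 1 read.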

The other downregulated pathway found in SAMP8 mice at 6 months is that related to steroid hormone biosynthesis. Steroid hormones are synthesized by the gonads and adrenal glands and easily cross the BBB, but they are also synthesized by neurons and glia in the central nervous system (CNS) (Baulieu et al., 2001; Schumacher et al., 2003). It is well known that steroids and neurosteroids have pleiotropic effects in the CNS: They are essential for neuronal viability, maintenance, and repair of myelin sheaths and are involved in the regulation of synaptic plasticity, dendritic spine development, learning, and memory (Raciti et al., 2023). Thus, downregulation of this pathway might predict lower levels of steroids, which could be related to cognitive dysfunction and neuronal loss found in SAMP8 mice. The reduction in circulating steroid hormones is, indeed, associated with several age‐related pathologies that may influence human health span, whereas treatment with steroid hormones in mice has shown protective effects in terms of mitochondrial activity, neuronal viability, and cognitive functions (Schumacher et al., 2003; Velarde, 2014). Mitochondria play major roles in the biosynthesis of sex steroid hormones, which, in turn, regulate mitochondrial activity; notably, SAMP8 mice have mitochondrial alterations and increased oxidative stress (Brunetti et al., 2020; Liu, Chang et al., 2020). To date, it remains elusive whether changes in the synthesis of neurosteroids at brain level throughout aging play a role in the aging process. For instance, controversial data in women relate the reduction of estrogen with the presence of AD, with a positive correlation found in some cases and no differences in some others (Cunningham et al., 2001; Manly et al., 2000; Schönknecht et al., 2001; Wong et al., 2023). However, our data seem to confirm that in a congenital frail condition, alteration in the biosynthesis of steroid hormones emerges as mainly downregulated pathways.

Through, in parallel, plasma metabolomics analysis, we found changes in 147 metabolites, but the main differences between SAMR1 and SAMP8 mice, highlighted by PCA analysis, occurred at 2.5 months of age and progressively diminished at 6 and 9 months. Particularly, the plasma metabolites significantly lower in SAMP8 mice were ACs and lipid species such as lysoPCs, PCs, and sphingomyelin, compared to SAMR1 mice.

ACs are a class of metabolites generated in the mitochondria (McCann et al., 2021) predictive of multiple geriatric syndromes such as frailty and disorders affecting the musculature (Ng et al., 2022). During normal physiology, ACs facilitate the transport of fatty acids into mitochondria and are essential for β‐oxidation and energy metabolism (Knottnerus et al., 2018), but they also restore cell membranes and synaptic function, enhance cholinergic activity, protect from toxins, and exert neurotrophic actions (Pennisi et al., 2020). In primary carnitine deficiency, the level of plasma ACs is low due to impaired formation, and muscle weakness and cardiomyopathy are typical consequences. Accordingly, SAMP8 mice, beside weakness and motor and cognitive deficits, are also characterized by aging‐related miocardial alterations (Karuppagounder et al., 2017).

We found significant constitutively lower levels of ACs in our SAMP8 mice already at 2.5 months of age compared to SAMR1, which agrees with a previous study conducted on robust, pre‐frail, and frail subjects showing a progressive AC lowering in the plasma of pre‐frail and frail subjects (Malaguarnera et al., 2020) and recalls our transcriptomic data highlighting the steroid hormone as a main downregulated pathway and strongly implicated in the regulation of mitochondrial activity.

Of note, pre‐frail subjects receiving a 3‐month treatment with acetyl‐l‐carnitine showed an increase in serum‐free carnitine and ACs, associated with an improvement in Mini‐Mental State Examination and in 6‐walking distance test (Malaguarnera et al., 2022). Several works encourage to consider ACs in the therapy of frailty, dementia, and neurodegenerative diseases, considering that starting from 1991, when positive effects were already described in AD patients (Spagnoli et al., 1991), promising evidence continues to emerge (De Marchi et al., 2023; Maldonado et al., 2020; Pennisi et al., 2020). We, thus, herein speculate that the constitutively ACs deficiency in our SAMP8 mice might have predisposed to the establishment of cellular dysfunctions leading to the development of cognitive and motor deficiency, and their lower levels might be considered as predictive biomarkers of frailty.

LysoPC was the other metabolite we found reduced in the plasma of SAMP8 mice. LysoPCs are a major class of glycerophospholipids in human blood, relevant to muscle mass and guaranteeing mitochondrial oxidative capacity in skeletal muscle (Gonzalez‐Freire et al., 2019; Semba et al., 2019). A decrease in blood of LysoPCs 18:2 level, for instance, has been associated with motor alterations but also with cognitive impairment; indeed, the circulating LysoPC content has been used to predict a decline in gait speed or cognition (Gonzalez‐Freire et al., 2019; Meng et al., 2022; Semba et al., 2019). LysoPCs play also important roles in inflammation and antioxidation; thus, their decrease in the circulation might permit the onset of inflammatory events and oxidative stress at peripheral and central levels widely recognized as responsible for cell suffering and cognitive impairment, both found in our mice. Tian et al. conducted a metabolomic analysis in the plasma of subjects enrolled in the Baltimore Longitudinal Study of Aging, a prospective study with continuous enrollment since 1958. Follow‐up visits occurred every 4 years for participants aged <60, every 2 years for ages 60–79, and annually for ages 80 and older in memory and gait. Authors found that metabolomic signatures of dual decline in memory and gait, a phenotype that has been previously associated with high risk of dementia, mainly included a reduction in the level of plasma LysoPCs (Tian et al., 2019, 2020, 2023). Accordingly, in our SAMP8 mice LysoPCs plasma reduction came in association with the presence of both gait and memory defects as well as neuronal/glial cell loss.

Also, changes in sphingolipid metabolism were reported as in our SAMP8 mice. Marron et al. (2019) identified metabolites and biological pathways associated with frailty in 287 black men aged 70–81 years, among which emerged sphingomyelin. Sphingolipids are pivotal constituents of the plasma membranes, highly enriched in the nervous system and essential for proper brain development and functions. Perturbation of their metabolism has been associated with development of neurological diseases (Olsen & Færgeman, 2017).

The PCs plasma reduction in SAMP8 mice might also alert on brain cell damages and suffering. PCs are phospholipids that, as for ACs, play a major role in the preservation of cell membrane integrity and function (van Meer & de Kroon, 2011). Studies have shown a decrease in plasma level of PCs predicting mild cognitive impairment or AD (Mapstone et al., 2014; Schaefer et al., 2006). Constitutive PCs plasma reduction in our frail mice, showing cognitive deficits, support these findings and might predict neuronal and glial suffering culminating in cell reduction and loss detected in our mice. Of note, in accordance with all this evidence, our Spearman correlation analysis did confirm that metabolomic changes found in SAMP8 mice well correlate with the occurrence of cognitive deficits, as well as of brain atrophy and neuropathological changes, in most cases in accordance with the degree of their severity. In contrast, no correlations were found with transcriptomic changes. We speculate that this could be due to two possible reasons: first, the limited number of samples used in the analysis, which may have affected the statistical power to detect significant associations. Second, the complexity of the relationship between gene expression and dementia indicators, considering the potential influence of post‐translational modifications and other regulatory mechanisms beyond transcriptional regulation. With reference to others regulatory mechanisms particular attention might by ascribed to epigenetic regulation of gene expression such as methylation/demethylation of DNA and histones. Studies on this topic in SAMP8 mice have been reviewed in Griñán‐Ferré et al. (2018), where they bring to light the possible participation of epigenetic modulation in the aging and neurodegenerative processes characterizing these mice.

In addition to the correlative analysis, we also carried out the integration of transcriptomic and metabolomic data, which allowed for a deeper investigation into the molecular mechanisms driving aging in SAMP8 mice. Through comparative analysis between different age groups of SAMP8 mice and age‐matched SAMR1 controls, pathways associated with critical processes such as “GABAergic synapse,” “long‐term potentiation,” and “glutathione metabolism” were identified at 2.5 and 6 months of age, highlighting connections with synaptic function, neuronal plasticity, and metabolic regulation during the aging process (Colavitta & Barrantes, 2023; Rivera et al., 2023; Wang et al., 2014) and which might explain SAMP8 mouse alterations and deficits.

In other studies where SAMP8 and SAMR1 mice were compared at different ages, some differences were found at the level of gene expression. Specifically, Fujuwara and coworkers, by comparing the two mouse strains at different time points (4 vs. 12 months), found alterations in gene expression related to many brain functions, including neurogenesis, neurometabolism, neuroinflammation, and synapse dynamics (Fujiwara et al., 2023). Accordingly, by considering the integration between gene expression and metabolomic, we also identified alterations in some of these pathways at earlier ages as described above.

Furthermore, a comprehensive multi‐omics approach has been previously applied in SAMP8 mice to investigate the relationship between aging and dementia. Currais and coworkers, by performing whole transcriptome analysis in SAMP8 animals at both 3 versus 10 months of age, revealed alterations in a number of important signaling pathways related to brain functions, including axonal guidance, G‐protein coupled receptor (GPCR), protein kinase A (PKA), cAMP, and neuronal cAMP response element‐binding protein (CREB) signaling. As mentioned above, our gene expression, as well as metabolomic evidence, even if obtained at different time points, confirmed and integrated these previously published findings (Currais et al., 2015). Interplay between epigenetic mechanisms and gene networks assumed to be relevant for a pathological aging has been described by Cosin‐Tomas and coworkers, who found dysregulated genes at 2, but—in contrast to our findings—also at 9 months of age. The differences in observations could be ascribed to a different approach applied for investigations. Specifically, these authors performed microRNA expression arrays associated with real‐time PCR. Moreover, this study has been performed in female mice (Cosín‐Tomás et al., 2018). Further studies in larger cohorts of mice will allow to further support all these findings.

In conclusion, the metabolic and transcriptomic signatures found in SAMP8 mice seem to well distinguish a frail condition from a robust one and support recent clinical studies in pre‐frail, frail, and AD subjects in need of further verification. In addition, the fact that metabolomic signatures were constitutive in SAMP8 mice—spontaneously developing a frail aging converting to AD dementia—is compelling since it indicates that these metabolite lower levels, well correlating with dementia‐related indicators, together with transcriptomic changes, could predispose to frailty development and could be considered as valuable predictive biomarkers.

## 4 EXPERIMENTAL PROCEDURES

Mice were followed longitudinally from 2.5 to 9 months of age for in vivo analyses. At each intermediate time point of investigation, 5–6 mice were sacrificed for ex vivo analyses. Scheme 1 describes the experimental flowchart.

**SCHEME 1:**
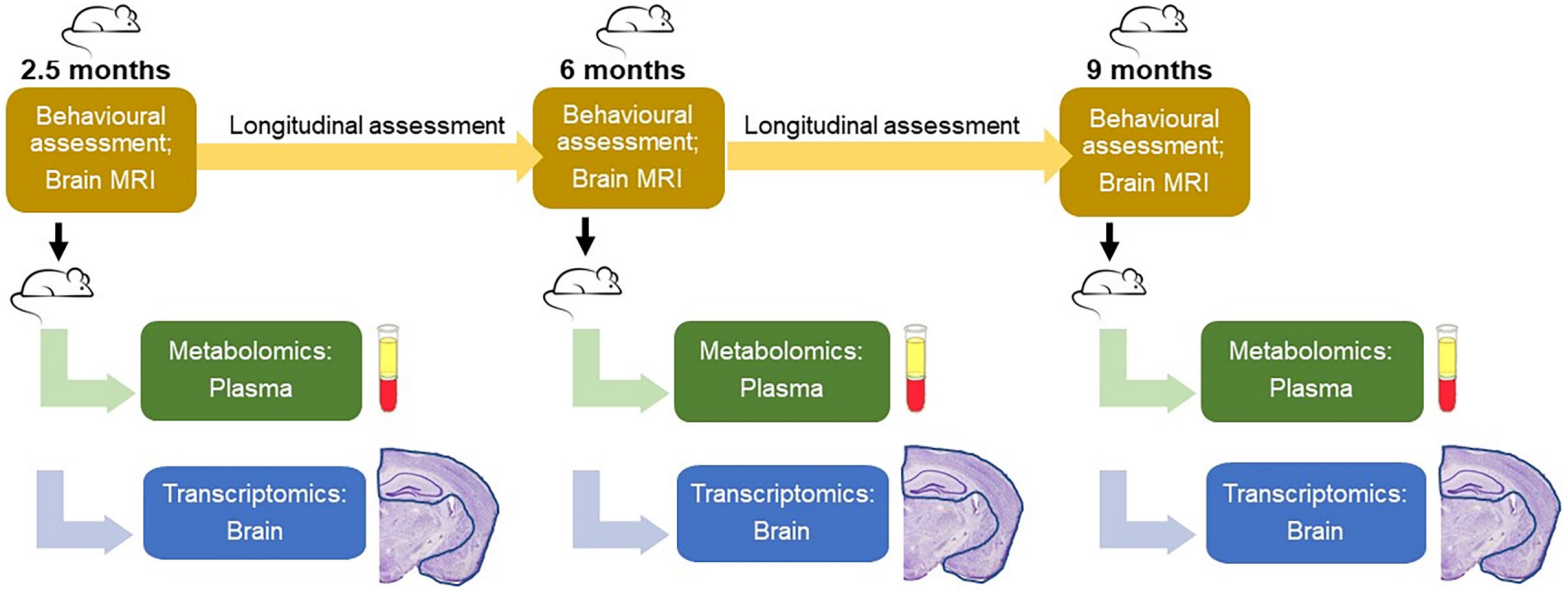
Experimental flowchart.

### 4.1 Animals

Twenty SAMR1 and 20 SAMP8 male mice were purchased by ENVIGO (Italy). Mice were all drug and behavioral test naïve, and the experiments were all conducted during the light cycle. All animals were housed in a SPF facility four/cage in standard mouse cages containing sawdust with food (2018S Envigo diet) and water ad libitum, under conventional laboratory conditions (room temperature: 20 ± 2°C; humidity: 60%) and a 12/12‐h light/dark cycle (7:00 AM–7:00 PM). The IRFMN adheres to the principles set out in the following laws, regulation, and policies governing the Care and Use of Laboratory Animals: Italian Governing Law (D.lgs 26/2014; Authorization n.19/2008‐A issued March 6, 2008 by Ministry of Health); Mario Negri Institutional Regulations and Policies providing internal authorization for persons conducting animal experiments (Quality Management System Certificate – UNI EN ISO 9001:2015 – Reg. No. 6121); the NIH Guide for the Care and Use of Laboratory Animals (2011 edition); and EU directives and guidelines (EEC Council Directive 2010/63/UE). The statement of Compliance (Assurance) with the Public Health Service (PHS) Policy on Human Care and Use of Laboratory Animals has been reviewed (9/9/2014; Animal Welfare Assurance #A5023‐01). All animals were managed in accordance with European directive 2010/63/UE and with Italian law D.l. 26/2014. The procedures were approved by the local animal health and ethical committee and were authorized by the national authority (Istituto Superiore di Sanità; authorization no. 293/2019‐PR). All efforts were made to reduce the number of animals by following the 3R's rule.

### 4.2 Novel object recognition test

Mice were tested in their home cage (30 × 15 cm) to reduce stress related to the exposure to a new environment. The following objects were used: a black plastic cylinder (4 × 5 cm), a glass vial with a white cup filled with water (3 × 6 cm), and a metal cube (3 × 5 cm). The task started with a 10 min familiarization trial during which exploration was recorded by an investigator blinded to the strain. Sniffing, touching, and stretching the head toward the object at a distance not more than 2 cm were scored as object investigation. Twenty‐four hours later (test trial), mice were exposed for 10 min to two objects: one familiar and a new, different one (novel object), and the time spent exploring the objects was recorded. Memory was expressed as a discrimination index, that is, (seconds on novel − seconds on familiar)/(tot time on objects).

### 4.3 Y‐maze

Working memory was measured with the Y‐maze. The apparatus arm was 19.5 cm long and 7.5 cm wide, with the wall of 12 cm high. Each mouse was placed in the center of the maze. The number of entries into the arms and alterations were recorded for 8 min by an operator blind to strain. The percentage of investigation was calculated as number of correct alterations/numbers of total arm entries (Kraeuter et al., 2019).

### 4.4 Beam walking test

The beam walking test measures the foot slips and latency of a mouse walking twice along an elevated wooden beam (8 mm wide and 100 cm long). Before the test, mice are trained in three habituation trials (intertrial interval: 30 s). Foot slips and latency were assessed 60 s after the last training trial. Results are expressed as mean ± SEM of the two trials (intertrial interval: 60 s) in the test phase. Mice with gait instability had more foot slips, and a longer latency than not impaired animals (La Vitola et al., 2021).

### 4.5 Paw grip test

The paw grip test has been performed as previously described (Nardo et al., 2018). Briefly, mice were placed on a horizontal grid at about 30 cm from the table, and the tail is gently pulled until they grasp the grid with their fore and hind paws. The lid is then gently turned upside down, and the latency time of the mouse to fall on the table is recorded for a maximum of 300 s. Each mouse is given up to three attempts, and the longest latency is recorded.

### 4.6 MRI

Animals were anesthetized with isoflurane in a mixture of O_2_ (30%) and N_2_O (70%). Body temperature was maintained at approximately 37°C by a warm water‐circulated heating cradle. Imaging was performed on a 7 T small bore animal Scanner (Bruker Biospec, Ettlingen, Germany) equipped with a quadrature 1H CryoProbeTM (Bruker, Ettlingen, Germany) surface coil as transmitter and receiver. A 3D fast low‐angle shot magnetic resonance imaging (FLASH) sequence has been performed to assess anatomic changes. The morphologic images were obtained with the following parameters: TR/TE 250/3 ms; flip angle 15°; image resolution 100 × 100 × 100 μm^3^; FOV 3 × 0.8 × 1.1 cm^2^; acquisition matrix 300 × 80 × 110.

### 4.7 MRI volumetric measurements

After the creation of an in‐house set of mouse brain atlases, all the anatomical brain images acquired in the study were preprocessed applying a nonuniform bias field correction (N4BiasFieldCorrection). A multi‐atlas segmentation approach (Nie & Shen, 2013) was then adopted, using the antsJointLabelFusion.sh script embedded in the ANTs software library, for brain extraction so to subsequently divide the different brain regions as defined by a mouse brain atlas.

### 4.8 Intracardiac perfusion and brain tissue preparation

Animals were anesthetized with a mixture of ketamine/medetomidine (1.5 and 1.0 mg/kg, respectively; i.p.,) and intracardially perfused with ice‐cold PBS 50 mM; pH 7.4). Sagittal separation of the two hemispheres was performed by following the longitudinal fissure. One hemisphere was fixed in 4% PFA (48 h), transferred in sucrose, and frozen. The other one was dissected to collect the hippocampus and cortex, subsequently snap‐frozen and conserved at −80°C.

### 4.9 Immunohistochemistry

Mouse brain slices (3/mouse) were immunolabeled with anti‐GFAP (1:3500; AB5804 Chemicon Int. Inc., USA) for astrocytes and anti‐Iba1 (1:1000; 019‐19,741 Wako) for microglial cells. Slice were at first incubated with H_2_O_2_ (1%) for 10 min followed by 1 h incubation at 4°C with blocking solution (3% NGS + 0.4% Triton X‐100) then overnight with primary antibodies. After incubation with the appropriate biotinylated secondary antibodies (1:200; Vector Laboratories), immunostaining was developed using the avidin‐biotin kit (SP‐2001; Vector Laboratories) and diaminobenzidine (D8001; Sigma‐Aldrich, Italy) as chromogen.

### 4.10 Nissl staining

Twenty‐μm slices were collected with a Leica cryostat on gelatin‐coated slides for a total thickness of: 2.220 μm, from bregma 2.70 to 0.48 (motor cortex); 1960 μm, from bregma −2.56 to −4.52 (whole cortex, striatum, and hippocampus), selecting one slice over every other 5. After 2‐day drying and a 1‐min wash in H_2_O, slices were dehydrated with EtOH (70%, 95%, 100%, 5‐min each), until xylene (5‐min). Slices were processed backward until cresyl violet solution (3‐min), followed by H_2_O + 70% EtOH washes and 3‐min in EtOH/acetic acid. Following 100% EtOH and xylene (5‐min/each), the slices were covered with a glass microcover (Prestige) using DPX mountant.

### 4.11 Image analysis

Quantitative analyses were done by an operator blind to genotype and normalizing on the quantified area. Area of selection for image analysis was the whole hippocampus and/or the whole cortex of a single hemisphere. We analyzed 3, 20‐μm‐thick slices/mouse. Brain images were acquired using the Olympus Virtual Stage microscope. The brain area of interest was selected in bright field, and the immunoreactivity for each specific marker was quantified by applying dedicated homemade macros through Fiji software (Schindelin et al., 2012).

### 4.12 Bulk RNA‐sequencing and bioinformatic analysis

RNA was extracted using TRIzol® (Invitrogen) following the manufacturer's instructions. Nanodrop One C (ThermoFisher) was used for RNA quantification and quality checking. Libraries were prepared using the CORALL Total RNA‐Seq Library Prep Kit (Lexogen), and rRNA was depleted for rRNA ì using RiboCop V1.3 (Lexogen). The quality of libraries was analyzed using 4200 Tape Station with a “DNA High sensitivity” assay (Agilent) and quantified using High Sensitivity dsDNA assay with a Qubit device (Life Technologies). Sequencing was performed using Illumina NextSeq 500, and FastQ files were generated via Illumina bcl2fastq2, version 2.17.1.14 (http://support.illumina.com/downloads/bcl‐2fastq‐conversion‐software‐v217.html), starting from raw sequencing reads produced by Illumina NextSeq sequencer. The raw data obtained from the RNAseq analysis are deposited in the Gene Expression Omnibus repository [accession number GSE270589]. Raw FASTQ files were processed by Unique Molecular Identifiers (UMI) extraction, trimming, alignment, and quality control steps. As CORALL libraries contain N12 UMI at the start of Read 1, in the first step UMI were removed through UMI tools software. Then, adapter sequences, poly(A) sequences at the 3′ end of Read 1 and poly(T) sequences the 5′ end of Read 2, were trimmed through cutadapt software. After UMI extraction and trimming, trimmed reads were aligned through STAR using Gencode Release M29 (GRCm38) as a reference mouse genome. Gene and transcript abundance were computed using FeatureCounts software, with the “stranded forward” option. Differential expression analysis was performed using R package DESeq2 considering different brain regions (i.e., hippocampus and cortex) as covariates in the statistical model (Love et al., 2014). Genes were considered differentially expressed and retained for further analysis with |log_2_(condition sample/control sample)| ≥ 1 and a FDR ≤ 0.1. The R software was used to generate heatmaps (heatmap.2 function from the R ggplots package), PCA plot (prcomp function from the R ggplots package), and Volcano plots. Moreover, a GSEA for the conditions considered was performed by exploiting the clusterProfiler R package (Wu et al., 2021). The MetaboAnalyst 6.0 webtool was used to cross‐reference and perform combined enrichment analysis for metabolomic and transcriptomic analysis (Pang et al., 2024).

### 4.13 Metabolomic

A targeted quantitative approach using combined direct flow injection and liquid chromatography (LC) tandem mass spectrometry (MS/MS) (AbsoluteIDQ 180 kit; Biocrates, Innsbruck, Austria) was employed for the metabolomics analysis of plasma saples. The assay quantifies 186 metabolites from six analyte groups: acylcarnitines, amino acids, biogenic amines, hexoses (sum of hexoses), glycerophospholipids, and sphingomyelins. The method combines derivatization and extraction of analytes with selective mass spectrometric detection using multiple reaction monitoring (MRM) pairs as previously described (Caiola et al., 2016). Multivariate analysis and hierarchical clustering heatmaps were performed using MetaboAnalyst tool v 6.0 (https://www.metaboanalyst.ca/home.xhtml). Wilcoxon–Mann–Whitney test was used to assess statistically significant differences between groups and Spearman correlation to test the correlation between brain parameters and plasma metabolites (GraphPad Prism 10.1.1).

## AUTHOR CONTRIBUTIONS

PL, LA, ES, GC, SL executed in vivo experiments. LD, LA executed histological analysis, image acquisition and signal quantification, and statistical analyses. LB provided all metabolomics data and analyses, RP supervised metabolomics studies. SG, OP executed transcriptomic experiments; LM, SC provided all data on transcriptomics analyses; CC supervised transcriptomics studies. EM executed MRI experiments, and LD provided MRI volumetric data and statistical analyses. CB, GF designed the study. CB coordinated the study, wrote the manuscript, and prepared the figures. LB, LM, SC contributed to write the paper. GF, CC, and AG revised the manuscript.

## CONFLICT OF INTEREST STATEMENT

We have no conflicts of interest to declare.

## Supporting information

Figure S1.

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

Table S6.

Table S7.

Table S8.

Table S9.

## Data Availability

The data supporting the findings of this study are available upon reasonable request to the corresponding author.

# Supplementary material for: Transcriptomic and metabolomic changes might predict frailty in SAMP8 mice
**Source:** Aging Cell. 2024 Jul 3;23(10):e14263. doi: 10.1111/acel.14263
**Supplement:** Supplementary file 9 — Table S8.

| **Correlation pair SAMR1-SAMP8** | | **r** |
| --- | --- | --- |
| **Cognitive indicators** | **Metabolites** | **2.5M** |
| NORT | Histamine | 0.90 |
|  | PC ae C32:2 | 0.89 |
|  | PC ae C36:4 | 0.81 |
|  | SM (OH) C14:1 | 0.80 |
|  | SM C18:0 | 0.91 |
|  | PC aa C34:2 | 0.89 |
|  | PC ae C34:3 | 0.83 |

**Supplementary Table 8 A. Significant (p<0.05, r>0.8) correlation pair between plasma metabolites and dementia-related cognitive indicators**

| **Correlation pair SAMR1-SAMP8** | | **r** |
| --- | --- | --- |
| **Neuropathological indicators** | **Metabolites** | **2.5M** |
| GD | C14:1 | -0.93 |
|  | C16:1 | -0.86 |
|  | C18:1 | -0.81 |
|  | PC aa C32:0 | -0.86 |
|  | PC aa C34:4 | -0.91 |
|  | PC aa C32:1 | -0.86 |
| STRIATUM | Spermidine | 0.83 |
|  |  |  |
|  |  | **6M** |
|  | Leucine | 0.80 |
| NISSL CTX TOT | C18:1 | 0.96 |
| NISSL STRIATO | Ac-Orn | -0.81 |
|  | Alanine | -0.81 |
|  | Methionine | -0.81 |
|  | C14:1 | 0.96 |
|  | C16:1 | 0.97 |
|  | C18:1 | 0.81 |
|  | C18:2 | 0.92 |
|  | PC ae C34:3 | 0.83 |
|  | PC ae C34:2 | 0.81 |
| GFAP HP | C3-DC (C4-OH) | 0.85 |
|  |  |  |
|  |  | **9M** |
| IBA HP | PC aa C34:1 | 0.81 |
|  | PC aa C34:3 | 0.83 |
|  | PC aa C38:6 | 0.81 |
| IBA CTX | C4 | 0.85 |
|  | lysoPC a C16:1 | 0.92 |
|  | lysoPC a C18:1 | 0.92 |
|  | lysoPC a C18:2 | 0.82 |
|  | lysoPC a C20:3 | 0.83 |
|  | PC aa C32:1 | 0.85 |
|  | SM (OH) C14:1 | 0.83 |
|  | SM (OH) C16:1 | 0.97 |
|  | SM C16:1 | 0.81 |
|  | C16:1 | 0.88 |
| GFAP HP | C18:1 | 0.81 |
|  | PC ae C44:5 | 0.83 |
|  | C16:1 | 0.90 |
|  |  |  |

**Supplementary Table 8 B. Significant (p<0.05, r>0.8) correlation pair between plasma metabolites and dementia-related neuropathological indicators**

**Supplementary Table 8C. Significant (p<0.05, r>0.8) correlation pair between plasma metabolites and dementia-related brain structural indicators**

| **Correlation pair SAMR1-SAMP8** | | **r** |
| --- | --- | --- |
| **Brain structural indicators** | **Metabolites** | **9M** |
| Whole Brain | t4-OH-Pro | -0.87 |
|  | C3-DC (C4-OH) | -0.85 |
|  | lysoPC a C20:3 | 0.81 |
|  | PC ae C38:0 | 0.91 |
|  | PC ae C42:3 | 0.93 |
|  | SM (OH) C14:1 | 0.84 |
|  | PC aa C32:3 | 0.83 |
|  | SM C18:0 | 0.95 |
| Cerebral Cortex | t4-OH-Pro | -0.85 |
|  | C3-DC (C4-OH) | -0.83 |
|  | lysoPC a C20:3 | 0.86 |
|  | PC ae C38:0 | 0.89 |
|  | PC ae C42:3 | 0.89 |
|  | SM (OH) C14:1 | 0.86 |
|  | SM C18:0 | 0.91 |
| Hippocampus | lysoPC a C16:1 | 0.87 |
|  | lysoPC a C20:3 | 0.93 |
|  | PC ae C42:3 | 0.83 |

How the deposited data were processed for this re-analysis (not part of the article)

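The data are a table of counts per gene for 41 RNA libraries from the cortex or hippocampus of 28 male SAMP8 and SAMR1 mice aged 2.5, 6 or 9 months. RNA had been extracted with TRIzol, libraries made with the CORALL Total RNA-Seq kit after depletion of ribosomal RNA with RiboCop, and sequenced on a NextSeq 500. The authors took unique molecular identifiers from the reads with UMI tools, trimmed adapters with cutadapt, aligned with STAR, removed duplicates by identifier and counted reads per gene with featureCounts. The values are whole numbers with a different total in each library and are raw counts without duplicates. The annotation is named in the methods as Gencode M29 with GRCm38, and versions of STAR and featureCounts are not given in the sources used here. Of the gene identifiers, 52083 (94.1%) match GENCODE M21, from which the coordinates on GRCm38 were taken. Raw reads, plasma metabolites and behavioral data were not analysed here.

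A library was assigned to strain, age, region and mouse by its title. A mouse is a strain, an age and a number, since some numbers recur at 2 ages. Sex was checked with Xist, at most 4 counts in any library, and Ddx3y, with a median of 240 counts and 1 library at 0. Libraries of one group were compared in 52 pairs for copies of one another, and the lowest chi-square per degree of freedom was 3.38. Replicate numbers shared by libraries of both strains did not pair them: the 17 pairs with one replicate number had a median correlation of 0.0284, and 5 of 17 libraries were closest to the one of their own replicate number. The 13 pairs of libraries from one mouse had a median correlation of 0.0256.

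Total counts had medians of 3082694, 7004118, 11382800 and 7885838 at 2.5 months in SAMP8 cortex, SAMP8 hippocampus, SAMR1 cortex and SAMR1 hippocampus. At 6 months, they were 3390620, 372166, 3026418 and 1107771, and at 9 months 8828190, 2482270, 7628795 and 8764792, by label. From 5500 to 29178 genes were detected per library, and mitochondrial genes held 2.05% to 5.75% of the counts.

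Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were kept by filterByExpr over the 6 groups of strain and age, scaled by TMM and tested by edgeR's quasi-likelihood F test with region as covariate. The strain difference was taken at each age, and differences between ages and between regions were tested as interactions. A gene was called at a false discovery rate of at most 0.1 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1, the thresholds that the study states. CPM values are given with their SD over libraries, and SE is that of the fitted log2 fold change. Libraries of one mouse were counted as separate samples except where mouse was the block.

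Gene lists of cell types, brain regions and pathways, 40 in all, were written by hand, with Tables S1 to S5 seen, before the counts were. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and a list passed at an adjusted p of at most 0.05 over the lists of an age. The list of hypothalamus genes had too few genes tested. The share of variance between strains was tested by permuting strain labels within region. PCA was run on log2 CPM with a prior count of 2 after the mean of each region was removed. Groups lay apart where their ranges on a single component did not overlap.

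Genes named at the claims follow a rule set with Tables S1 and S2 seen. It takes the 8 genes of Table S1 at every age, and at each age up to 10 called genes in each direction with the largest fold changes, a symbol and a mean of at least 1 CPM in one strain. It also takes the 10 largest positive and negative folds of Table S2 with a baseMean of at least 20, up to 4 genes of each list with the smallest p at the age discussed, Aif1 and Gfap, and Xist and Ddx3y. Other genes named were chosen after their values were seen. Results for some genes that the rule names are not reported here.

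The grouping, the tests, the lists and these alternatives were chosen before the data were examined: DESeq2; RLE normalization in edgeR; no filter on low counts; a mean of at least 20 counts per library; limma voom with mouse as block; each library and each mouse left out; cortex or hippocampus alone; replicate number as a block; an offset by loess (span 0.3) for GC content and gene length; both of these together; only the libraries of one age; the mean of striatal markers as covariate; 1 surrogate variable; and a false discovery rate of at most 0.05 without a fold threshold. For the lists they were also the estimated correlation, the fry test, the study's core genes and the cocaine addiction list without striatal markers, and for the share of variance a prior count of 0.5, the 500 genes of highest variance and labels permuted over mice. Fits without the libraries whose strain or region genes go against their labels, without libraries under 1000000 counts, and with one region for the share of variance were added after the data were seen.

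The models were tested on simulated counts with the means, dispersions and depths of these libraries, in which 200 genes were changed. At 6 months, edgeR recovered 25.4% of 2-fold, 91.0% of 4-fold and 98.5% of 8-fold changes, with 10 false calls among 153. At 2.5 months, the shares were 23.9%, 89.6% and 93.9%, with 2 false calls among 140, and at 9 months 37.3%, 89.6% and 98.5%, with 11 among 161. In hippocampus alone, 65.7% of 4-fold changes were recovered at 6 months and 76.1% at 9 months. With limma voom without a block, 80 of 222 calls at 6 months were false. On the real libraries with strain labels split in 100 ways, 8 splits, the real one among them, called at least 38 genes at 6 months, and the highest other called 147. The numbers of false calls on simulated counts thus need not hold for these libraries.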

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

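The tests of the strain labels and of the region labels, that of the fold change kept without 1 library, and the fits without the libraries that these labels concern or without shallow libraries, were chosen only after the result was seen.

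In cortex at 9 months, strain genes such as Dctn3, P3h2 and Vcp-rs run against the labels: all 7 libraries lie on the other strain's side of a share of 0.5 of SAMP8-type transcripts. A mixture of RNA from both strains is argued against, since the share lies under 0.2 or above 0.8 in each of these 7. An exchange of the strain labels of these cortex libraries is a candidate explanation, since hippocampus of the same age keeps its side. A strain difference that turns over late in cortex alone would have to turn over nearly whole. In SAMP8 mice 28, 33 and 34, the share was 0, 0.145 and 0.029 in cortex against 0.964, 0.926 and 0.881 in hippocampus. In the cortex libraries labelled SAMR1 it was 0.804 to 0.96. A partial turn-over is thus argued against. A whole one cannot be told apart from an exchange of labels, because the design holds no cortex older than 6 months outside these libraries. The lowest share among the 6-month cortex libraries labelled SAMP8 was 0.885. The library labelled SAMR1 cortex replicate 2 at 6 months may carry a wrong strain label (0.947, against 0 in the hippocampus library of the same mouse), and those labelled SAMR1 cortex replicate 3 and SAMR1 hippocampus replicate 2 at 6 months may have exchanged regions (hippocampus-type share 1 in the library labelled cortex).

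In hippocampus at 6 months, 197 genes were lower and 45 higher in SAMP8, where the 3 SAMP8 libraries had hippocampus-type shares of 0.517 to 0.707 against 0.997 to 1 in SAMR1 libraries other than replicate 2, and the 129 region genes higher in hippocampus had a median log2 fold change of -1.34, while 1 of the 197 was among the 360 genes higher in hippocampus than cortex at 2.5 months. Tissue from cortex and striatum in the library labelled SAMR1 hippocampus replicate 2 is argued against as the whole cause, since without it all 197 stayed below 0 and the median log2 fold change kept a share of 0.9642 (-2.02 to -1.95, with 0.924 to 1.02 kept from the lower to the upper quartile of the genes). Without it 72 of the 197, a share of 0.3655, were called lower, as the median adjusted p went from 0.0747 to 0.112 with a median SE of 0.533 and 0.535, and with another library of these groups left out instead 51 to 153 were. GC content or gene length cannot be told apart from a strain difference, since the offset left a share of 0.7342 of the median fold change, with 90 of 197 still called, and depth cannot either, since all 3 SAMP8 libraries are shallow and the mean of these genes followed depth over the other 38 libraries (Spearman rho 0.4807, permutation p = 0.00251). A strain difference in hippocampus at this age stays open as untested.

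Striatal genes of Table S2, among them Drd2, Penk and Adora2a, were lower in SAMP8 at 6 months, with a median log2 fold change of -2.30 over 7 genes, all chosen by the study on these libraries. No explanation tested was argued against. More striatal tissue in some SAMR1 libraries may account for much of it: with the 17 other striatal markers as covariate the median was -0.53, a share of 0.2314. Low depth cannot be told apart from a strain difference: leaving out libraries under 1000000 counts (median -0.95, a share of 0.4131) takes all 3 SAMP8 hippocampus libraries and the library labelled SAMR1 hippocampus replicate 2, without which alone the median was -0.97. A strain difference in striatal gene expression stays open as untested, as the striatum was not sequenced.

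In 78 groups of at least 4 libraries tested for a library far from the others, 6 were found, and chance gives about 1 in 20. Mitochondrial genes held 5.719% of the counts in SAMR1 cortex replicate 1 at 2.5 months, against 2.929% to 3.357% in the others of its group. The mean log2 CPM of choroid plexus genes was 6.361 in SAMP8 cortex replicate 2 at 6 months, against 0.516 to 0.8929 in the others. The log2 CPM of Dctn3 was 4.819 in SAMR1 cortex replicate 4 at 2.5 months, against 5.617 to 5.742. It was 6.083 in SAMR1 hippocampus replicate 1 at 6 months, against 5.738 to 5.775. The log2 CPM of Ranbp9 was 6.308 in SAMR1 hippocampus replicate 1 at 2.5 months, against 6.605 to 6.638. That of Hap1 was 8.924 in the library labelled SAMR1 hippocampus replicate 2 at 6 months, against 7.058 to 7.23.

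The strain difference changed between 6 and 9 months for 17 genes by an interaction test, and for 2 without the libraries whose strain genes go against their labels. Between these ages edgeR called 0 without the library labelled SAMR1 cortex replicate 1 (1011 at an unadjusted p under 0.05), 2 (1051) or 3 (989) of 9 months, SAMP8 hippocampus replicate 3 of 9 months (1127), or both libraries of SAMP8 mouse 21 (1300), 28 (1056) or 34 (1017) or SAMR1 mouse 4 (987). Between 2.5 and 9 months the strain difference changed for 10 genes, and by edgeR for 0 without the libraries whose strain genes go against their labels (429 at an unadjusted p under 0.05) or all 10 (499). Single libraries brought these 10 to 0 as well: those labelled SAMP8 cortex replicate 1 (573), SAMR1 cortex replicate 2 (628) or 3 (530) of 9 months and SAMR1 cortex replicate 3 of 2.5 months (593), as did both libraries of SAMR1 mouse 15 (561) or SAMP8 mice 21 (691) or 34 (625). It differed between cortex and hippocampus at 6 months for 5 genes, Bloc1s1, Taco1, Bmp1, Mospd2 and mt-Td, named after their values were seen. It differed between the regions at 9 months for 39 genes, where the cortex libraries go against their labels. At 2.5 months, 31 of the 34 genes called lie outside Table S1, among them P3h2, Slc2a5 and Vcp-rs. At 6 months, 6 of the 38 called lie outside Table S2: ENSMUSG00000118792, Irs4, Map1s, Tent2, Ucp3 and Zfp57.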

How the results depend on the processing

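The fits without the libraries whose strain or region genes go against their labels, without libraries under 1000000 counts, and with one region for the share of variance were chosen only after the result was seen. Of the values of the comparisons under other settings, 177 stayed the same, 81 moved, 3 came to pass and 2 ceased to pass. For the gene lists, 723 stayed the same, 48 ceased to pass, 36 came to pass and 4 turned over, and for named genes 2528, 419, 139 and 2. The cause was not tested, except that fewer libraries or genes enter where some are left out. Counts of called genes are given here for SAMP8 against SAMR1 at 2.5, 6 and 9 months (34, 38 and 0), for the difference between 6 and 2.5 months (0) and between 9 and 6 months (17), and between the regions at 6 months (5). With DESeq2 they were 7, 173, 1, 1, 74 and 23, and without a filter on low counts 234, 311, 58, 98, 267 and 197. With limma voom and mouse as block, 159 genes were called at 6 months, and voom without the block made many false calls on simulated data. In hippocampus alone, 17, 242 and 14 genes were called at the 3 ages, and in cortex alone 1 at 6 months (AC153155.1) and 16 at 9 months. With only the libraries of one age, 1 was called at 6 months and 1 at 9 months (Lrrc10b). With the replicate block, 3 were called between 9 and 6 months (Kcnc1 and Prrc2a among them) and 12 between the regions, and with this block and the GC offset 23 at 6 months. With the striatal covariate, 22 genes were called at 6 months and the steroid list rose at 9 months (adjusted p = 0.0485). The cocaine addiction list reduced to the study's core genes passed at 2.5 months (adjusted p = 0.0317) and 6 months (adjusted p = 0.0288). With the 500 genes of highest variance, the share of variance between strains at 2.5 months was 12.4%. Without the libraries whose strain genes go against their labels, 93 genes were called at 6 months, 18 at 9 months, 2 between 9 and 6 months (Dpp10 and Gm37717) and 1 between the regions (Bmp1). At 9 months, the steroid list then rose (adjusted p = 0.0238), Dctn3 turned over to 1.465, and so, to a rise, did the meninges and fibroblasts list, SAMP8 versus SAMR1 at 9 months (adjusted p = 0.00827). Without all 10 libraries whose strain or region genes go against their labels, 58 were called at 2.5 months, 23 at 9 months, 2 between 9 and 6 months and 2 between the regions (Bmp1 and Gm28439). At 9 months, the steroid list then rose (adjusted p = 0.0243), Dctn3 turned over to 1.463 and the meninges and fibroblasts list to a rise (adjusted p = 0.0076). Without the 2 libraries of doubted region alone, edgeR called 0 at 6 months (1422 at an unadjusted p under 0.05), 0 between 9 and 6 months (1027) and 32 between the regions. Without libraries under 1000000 counts, edgeR called 0 at 6 months (1970 at an unadjusted p under 0.05) and 0 between 9 and 6 months (1486), and shares of variance were 15.9% at 2.5 months and 15.97% at 6 months. Then the oligodendrocytes list, SAMP8 versus SAMR1 at 6 months (adjusted p = 0.00802), and the glucocorticoid response list, SAMP8 versus SAMR1 at 6 months (adjusted p = 0.0425), turned over to a fall. In cortex alone, the share of variance at 6 months was 18.19% and did not pass (exact permutation p = 0.257, median permuted share 16.7%). In hippocampus alone, it was 23.9% (exact permutation p = 0.0286, the smallest that 35 permutations can give, median permuted share 15.5%). Leaving out 1 library or mouse gave 19 (SAMR1 mouse 15) to 51 genes (SAMP8 cortex replicate 1) at 2.5 months, 1 (SAMP8 cortex replicate 4) to 182 (SAMP8 cortex replicate 2) at 6 months, 0 (SAMP8 hippocampus replicate 3 of 9 months, 1127 at an unadjusted p under 0.05) to 42 (SAMR1 hippocampus replicate 2 of 9 months) between 9 and 6 months, and 1 (SAMR1 cortex replicate 2) to 87 (SAMP8 hippocampus replicate 1) between the regions at 6 months. The share of variance at 2.5 months went from 9.181% (SAMR1 cortex replicate 2) to 15.52% (SAMP8 cortex replicate 1), and the steroid list at 9 months from adjusted p = 0.00933 (SAMR1 cortex replicate 1) to 0.331 (SAMR1 hippocampus replicate 1), and it also passed without SAMR1 cortex replicate 2 (adjusted p = 0.0227) and SAMP8 cortex replicate 4 (adjusted p = 0.0392). Other libraries moved the count at 6 months over 1.5 times: SAMP8 cortex replicates 1 (20) and 3 (17), SAMP8 hippocampus replicate 3 (21), SAMR1 cortex replicate 2 (90), and SAMR1 hippocampus replicates 2 (13), 3 (80) and 4 (14), as did SAMP8 mice 21 (81), 35 (108) and 36 (11) and SAMR1 mice 2 (170), 4 (10) and 17 (8). With the GC offset, 28 genes were called at 6 months, 14 of them among the 38, and with RLE normalization 43. Median depth was lowest in SAMP8 hippocampus at 6 months, where all 3 libraries lie under 1000000 counts.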

Differences from the paper's values

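The paper's own tables were read against the labels as deposited: all 8 genes of Table S1 and all 146 of Table S2 have the sign found here. At its stated thresholds, the paper gives 8 genes at 2.5 months, against 34 here. Of the alternatives set before the data were examined, DESeq2 (7) comes within 1.5 times of the paper's, and the others do not. Alternatives that leave out a library or a mouse are given apart in the next paragraph, and the rest below means those that do not. The paper's text gives 5 up, against 27 here, and no alternative comes within range, and 3 down, against 7 here, where DESeq2 (4) and hippocampus alone (3) do and the rest do not. At 6 months, the paper gives 146 genes, against 38 here, and DESeq2 (173) and limma voom with mouse as block (159) come within range while the rest do not. The paper's text gives 95 up, against 7 here, where the fit without a filter (137) comes within range and the rest do not, and 51 down, against 31 here, where the mean of at least 20 counts (34) does and the rest do not.

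The up and down numbers in the text are the reverse of the signs in its tables. The paper's Table S1 holds 3 positive folds, against 27 here, and only DESeq2 (3) comes within range. The paper's Table S2 holds 51 positive, against 7 here, where DESeq2 (59), limma voom (46) and hippocampus alone (45) come within range, and 95 negative, against 31 here, where DESeq2 (114) and limma voom (113) do. Leaving out 1 library, also set before the data were examined, reached some of the paper's counts: without SAMP8 cortex replicate 2 at 6 months 182 genes were called, 45 higher and 137 lower, without the library labelled SAMR1 cortex replicate 2 36 were higher and 54 lower, without SAMR1 hippocampus replicate 3 53 were lower and without SAMP8 hippocampus replicate 1 37. Without both libraries of a mouse, 170 were called for SAMR1 mouse 2 (68 higher, with the number lower within range of the table too), 108 for SAMP8 mouse 35 (90 lower) and 50 lower for SAMP8 mouse 21. At 2.5 months, 3 were lower without SAMP8 hippocampus replicate 1, 4 without SAMR1 cortex replicate 3 and 4 without SAMR1 mouse 15. For Adora2a, the paper's Table S2 gives a log2 fold change of -3.73, against -2.30 here (SE 1.13), and -3.55 with DESeq2 is within the paper's error, while of the other alternatives only some that leave out a library or a mouse are.

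Of the 8 genes of Table S1, 3 were called here, 7 with DESeq2, 8 without a filter, 6 with only the libraries of that age, and 4 with the replicate block, the GC offset or both. Fewer were called in cortex alone (2) and in hippocampus alone (1). Chosen after seeing the values, the fits without the 10 doubted libraries and without libraries under 1000000 counts called 4 and dropped 4 of the paper's 8. Of the 146 genes of Table S2, 32 were called here, 129 with DESeq2, 85 without a filter, 66 with limma voom, 37 with a mean of at least 20 counts, 34 with RLE and 33 with the replicate block, and fewer in the other fits: 29 in hippocampus alone, 28 with 1 surrogate variable, 17 with the striatal covariate, 13 with the GC offset, 12 with the block and offset, 1 in cortex alone and 1 with only the libraries of that age. Without the libraries whose strain genes go against their labels, chosen after seeing the values, 46 were called and 100 dropped, with 40 genes higher and 53 lower in all. Chosen likewise, the fit without all 10 doubted libraries called 19, and those without the 2 libraries of doubted region or without libraries under 1000000 counts called 0 by edgeR (1422 and 1970 genes at an unadjusted p under 0.05).

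The paper reads every GSEA pathway of its tables as down, and 1 pathway in each of Tables S3, S4 and S5, steroid hormone biosynthesis, has a positive normalized score there. Of the 13 pathways that stand in all 3 tables, 13 have the same enrichment score at each age and 12 the same core genes. The cocaine addiction and steroid lists did not pass here at any age over all their genes, which the paper reads as down at each. The study's core genes of cocaine addiction, chosen on these libraries, fell at 2.5 months (adjusted p = 0.0317) and 6 months (adjusted p = 0.0288). The steroid list rose at 9 months, with the striatal covariate (adjusted p = 0.0485), without the cortex libraries labelled SAMR1 replicate 1 or 2 or SAMP8 replicate 4 (adjusted p = 0.00933 to 0.0392), and, chosen after seeing the values, without the libraries whose strain genes go against their labels (adjusted p = 0.0238) or all 10 (adjusted p = 0.0243).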

Other observations

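The comparison with the order of the study's core genes and the fits without doubted libraries were chosen only after the result was seen. Aif1, a microglial gene, had log2 fold changes of 0.07, 0.18 and -0.48 (SE 0.27, 0.31 and 0.28) at 2.5, 6 and 9 months. Gfap, of astrocytes, had 0.01, 0.17 and -0.28 (SE 0.31, 0.30 and 0.32), and neither passed.

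With strain labels split in 100 ways, chance is unlikely for the 34 genes at 2.5 months. There 2 splits called at least 34, the real one among them, and the other called 35. Chance cannot be excluded for the 38 at 6 months (highest other 147, and 8 splits with at least as many). There a split with several times the real count points to a structure of the samples. Nor can it for the 17 between 9 and 6 months (46 and 5) or the 5 between the regions (171 and 27), which point to such a structure too. For the 0 genes at 9 months and between 6 and 2.5 months by edgeR (367 and 541 at an unadjusted p under 0.05, and 1 each by DESeq2), all 100 splits are as large by construction and decide nothing, with highest others of 1 and 68, the latter pointing to such a structure as well. For the cocaine addiction list, camera p was 0.372, 0.442 and 0.774 at the 3 ages, with 31, 64 and 67 splits as small and lowest others of 0.0282, 0.00761 and 0.0589. For the steroid list it was 0.292, 0.344 and 0.0127, with 18, 30 and 15 splits and lowest others of 0.0833, 0.0102 and 6.39e-05, so that chance cannot be excluded for either list at any age.

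The order of the core genes that the study gives alike for every age was compared with the DESeq2 fold changes at each age. For cocaine addiction, Spearman rho was 0.938 at 2.5 months (adjusted p = 4e-05), 0.378 at 6 months (adjusted p = 0.115) and -0.00239 at 9 months (adjusted p = 0.992). For steroid hormone biosynthesis, it was 0.885 (adjusted p = 4e-05), -0.0589 (adjusted p = 0.897) and 0.0303 (adjusted p = 0.950). With edgeR, whose filter kept 23 of the 26 cocaine addiction genes, rho was 0.974 (adjusted p = 4e-05), 0.695 (adjusted p = 0.00123) and -0.102 (adjusted p = 0.857). For this pathway the order thus also followed the edgeR fold changes at 6 months, though less closely than those at 2.5 months. For the 6 of 32 steroid genes that edgeR's filter kept, rho was 1 (adjusted p = 0.00612), 0.543 (adjusted p = 0.514) and 0.314 (adjusted p = 0.844). By DESeq2, all 32 steroid core genes lay above 0 at 2.5 months, against 19 above and 4 below at 6 months and 15 and 11 at 9 months. For both pathways and with both tools, rho was highest at 2.5 months. The same enrichment score at each age in all 13 pathways shared by Tables S3 to S5 argues against a separate ranking of genes for each age in these pathways.

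Lists that did not pass are given by adjusted p at 2.5, 6 and 9 months. Regions and cell types were thalamus (0.421, 0.121 and 0.815), meninges (0.879, 0.133 and 0.589), endothelium (0.719, 0.932 and 0.123), blood (0.879, 0.705 and 0.950), microglia (0.879, 0.0519 and 0.550), astrocytes (0.820, 0.455 and 0.873), oligodendrocyte precursors (0.0530, 0.541 and 0.448), excitatory neurons (0.314, 0.705 and 0.434), interneurons (0.630, 0.705 and 0.969) and dentate gyrus (0.630, 0.0545 and 0.369). Processes were complement (0.348, 0.979 and 0.873), interferon response (0.0530, 0.470 and 0.390), heat shock (0.915, 0.284 and 0.188), senescence (0.554, 0.966 and 0.815), imprinted genes (0.0906, 0.0545 and 0.188) and mitochondrially encoded genes (0.916, 0.0545 and 0.0872). In these lists and those below, the test and the median differed in sign at 2.5 months for ependymal cilia, endothelium, blood, interneurons and antigen presentation, at 6 months for oligodendrocyte precursors, excitatory neurons, dentate gyrus, glucocorticoid response and mitochondrially encoded genes, and at 9 months for thalamus, blood and complement. Lists that passed at another age did not at 2.5 and 9 months for striatal genes chosen by the study (0.207 and 0.322), ependymal cilia (0.886 and 0.188) and immediate early genes (0.170 and 0.0724), at 2.5 and 6 months for glucocorticoid response (0.879 and 0.966) and neurogenesis (0.680 and 0.519), at 6 months for oligodendrocytes (0.431), or at 9 months for histone and DNA modifiers (0.322), replication-dependent histones (0.433) and the respiratory chain (0.448). Without the 10 doubted libraries, chosen after the values were seen, excitatory neurons fell and dentate gyrus and glutathione genes rose at 9 months, with the excitatory neurons list, SAMP8 versus SAMR1 at 9 months, at adjusted p = 0.0034. That fit holds hippocampus alone at 9 months, and the hippocampus-type share was 0.491 and 0.766 in its 2 SAMR1 libraries against 0.841 to 1 in its SAMP8 libraries. Other striatal markers had 0.238 at 2.5 and 0.696 at 9 months, and hedgehog and Wnt genes 0.348 at 2.5 months. At 9 months, long-term potentiation (0.0724), GABAergic synapse (0.433), glutathione (0.395) and mTOR lists (0.873) did not pass.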
